# A TMEFF2-regulated cell cycle derived gene signature is prognostic of recurrence risk in prostate cancer

**DOI:** 10.1186/s12885-019-5592-6

**Published:** 2019-05-06

**Authors:** Constantin Georgescu, Joshua M. Corbin, Sandra Thibivilliers, Zachary D. Webb, Yan D. Zhao, Jan Koster, Kar-Ming Fung, Adam S. Asch, Jonathan D. Wren, Maria J. Ruiz-Echevarría

**Keywords:** Prostate cancer, Prognostic markers, Cell cycle genes, Risk stratification, TMEFF2

## Abstract

**Background:**

The clinical behavior of prostate cancer (PCa) is variable, and while the majority of cases remain indolent, 10% of patients progress to deadly forms of the disease. Current clinical predictors used at the time of diagnosis have limitations to accurately establish progression risk. Here we describe the development of a tumor suppressor regulated, cell-cycle gene expression based prognostic signature for PCa, and validate its independent contribution to risk stratification in several radical prostatectomy (RP) patient cohorts.

**Methods:**

We used RNA interference experiments in PCa cell lines to identify a gene expression based gene signature associated with *Tmeff2,* an androgen regulated, tumor suppressor gene whose expression shows remarkable heterogeneity in PCa. Gene expression was confirmed by qRT-PCR. Correlation of the signature with disease outcome (time to recurrence) was retrospectively evaluated in four geographically different cohorts of patients that underwent RP (834 samples), using multivariate logistical regression analysis. Multivariate analyses were adjusted for standard clinicopathological variables. Performance of the signature was compared to previously described gene expression based signatures using the SigCheck software.

**Results:**

Low levels of *TMEFF2* mRNA significantly (*p* < 0.0001) correlated with reduced disease-free survival (DFS) in patients from the Memorial Sloan Kettering Cancer Center (MSKCC) dataset. We identified a panel of 11 TMEFF2 regulated cell cycle related genes (TMCC11), with strong prognostic value. TMCC11 expression was significantly associated with time to recurrence after prostatectomy in four geographically different patient cohorts (2.9 ≤ HR ≥ 4.1; *p* ≤ 0.002), served as an independent indicator of poor prognosis in the four RP cohorts (1.96 ≤ HR ≥ 4.28; *p* ≤ 0.032) and improved the prognostic value of standard clinicopathological markers. The prognostic ability of TMCC11 panel exceeded previously published oncogenic gene signatures (*p* = 0.00017).

**Conclusions:**

This study provides evidence that the TMCC11 gene signature is a robust independent prognostic marker for PCa, reveals the value of using highly heterogeneously expressed genes, like *Tmeff2*, as guides to discover prognostic indicators, and suggests the possibility that low *Tmeff2* expression marks a distinct subclass of PCa.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-019-5592-6) contains supplementary material, which is available to authorized users.

## Background

Cancer of the prostate (PCa) is the second leading cause of cancer death in male Americans. The clinical behavior of PCa is variable, and while the majority of PCa cases remain indolent, 10% of patients progress with aggressive metastatic disease and subsequent emergence of therapy-resistant PCa [1, 2]. In current practice, clinical variables including Gleason score, tumor stage, and PSA levels are used at the time of diagnosis to predict disease outcome [3, 4]. However, these prognostic factors have limitations, resulting in significant rates of overtreatment, with associated comorbidities [5–7], and undertreatment, leading to disease progression and increased risk of PCa-specific mortality [8–10].

The clinical heterogeneity of PCa reflects, in part, a remarkable genomic heterogeneity [11–18]. This suggests that disease stratification based on molecular features may be of prognostic value beyond standard clinicopathological variables, and aid in the clinical management of the disease, as is the case for other cancers, i.e. breast [19–21]. Currently, several tissue-based molecular tests offer prognostic information for patients with PCa either before or after treatment. These are based on general features of malignancy, such as the Prolaris test (initially described by Cuzick et al. [22]), which incorporates information from 31 cell-cycle related genes, or on molecular features more specific for PCa (Decipher, Oncotype DX, ProMark, and ConfirmMDx tests [23–27]). In addition, recent work has outlined the existence of several molecular subtypes of PCa [28–31]. Notably, in one of these studies, the molecular subtypes were defined by specific driver mutations or gene fusions that are essentially mutually exclusive and that are able to categorize up to 74% of the analyzed tumors [32]. If shown to correlate with clinical behavior, these molecular subtypes could prove critical for the management and treatment of the disease. However, currently their prognostic value is not fully established, and a significant fraction of primary prostate cancers in the study could not be categorized within these molecular subsets, suggesting the existence of additional relevant molecular alterations.

High levels of variability in gene expression between tumors can be useful in identifying prostate and other cancers’ risk genes [33]. We hypothesized that molecular subtypes of primary prostate cancers may exist that have gene expression patterns associated with changes in the expression of these highly variable genes. A recent report lists *TMEFF2* as one of the top 100 mRNA transcripts with the highest levels of inter-tumor variability in primary PCa tissues [34]. TMEFF2 is an androgen regulated transmembrane protein mainly restricted to brain and prostate. Our studies in PCa demonstrate a role of TMEFF2 as a tumor suppressor [35–38]. Furthermore, studies using limited numbers of clinical samples, reveal changes in the expression of *Tmeff2* with disease stage in PCa [39, 40] and gliomas [41], supporting an important role of *Tmeff2* in these diseases.

We have investigated the expression pattern of TMEFF2 in human prostate tissues and explored the potential of a TMEFF2 associated gene signature as a biomarker for disease prognosis. We report that low *TMEFF2* mRNA expression is associated with decreased disease free survival (DFS) in the MSKCC PCa dataset. Using transcriptional profiling of cell lines and publically available PCa clinical data, we have identified a low *TMEFF2* driven gene signature associated with poor clinical outcome, comprised of cell cycle related genes. This study not only provides new insights into the clinical relevance of *Tmeff2* in cancer, but also specifies a group of cell cycle related genes as prognostic and potential therapeutic targets.

## Methods

### *TMEFF2* expression data

*TMEFF2* mRNA expression in benign and malignant samples of PCa was interrogated using Oncomine Compendium of Expression Array data [42] in the following cohorts: Varambally et al. (*n* = 19; GSE3325; [43]), Vanaja et al. (*n* = 40; [44]), Grasso et al. (*n* = 122; GSE35988; [45]), and Taylor et al. (or MSKCC; *n* = 185; GSE21032; [46]).

### Validation cohorts

Four prostate cancer cohorts were used in this study to establish the prognostic value of the TMCC11 signature: MSKCC [46] (GSE21032); Cambridge [34] (GSE70768) and Stockholm [34] (GSE70769), are microarray datasets, and the TCGA PRAD (https://gdc.cancer.gov), a RNA sequencing cohort. Cancer samples for all cohorts were from RP specimens. Biochemical recurrence (MSCKK, Cambridge and Stockholm) or recurrence/progression (TCGA-PRAD) was the follow-up endpoint. Clinical, histopathological data and summary of the cohorts are listed in Table 1 and Additional file 1: Table S1.

**Table 1:** Clinical and pathological characteristics of the prostate cancer datasets used in this study

	MSKCC (Taylor et al.) *n* = 140	Cambridge (Ross-Adams et al.) *n* = 112	Stockholm (Ross-Adams et al.) *n* = 92	TCGA-PRAD (TCGA) *n* = 490
Age (years)				
Mean	58.04	62		61
Range	37.3–83.0	41–73		41–78
PSA				
Median	6.15	7.9	7.95	
< 10	104	80	56	
≥ 10	34	31	34	
Unknown	2	1	2	
Biopsy Gleason				
≤ 3 + 4	128	77	68	
≥ 4 + 3	12	27	22	
Unknown		8	2	
Surgical Gleason				
≤ 3 + 4	94	83	56	197
≥ 4 + 3	44	29	34	293
Unknown	2		2	
Extra-capsular ext.				(mri + ct scan combined)
Y	97	77	42	31
N	43	35	48	199
NA/equivocal			2	260
Positive surgical margins				
Y	33	26	42	165
N	107	86	50	311
Unknown				14
Recurrence				
Y	36	19	45	91
N	104	93	47	399
Pathology Stage				
pT2a-c	87	35	47	184
pT3a-c	46	77	42	290
pT4	7		3	10
Unknown				6

The table defines the characteristics of the samples used in this study for each of the datasets

### Mammalian cell culture and treatment

The LNCaP and 22Rv1 cell lines were purchased from American Type Culture Collection (ATCC; Manassas, VA) and cultured as recommended. Dihydrotestosterone (DHT; Sigma, Burlington,MA) was used at a concentration of 10 nM. For TMEFF2 knockdown, LNCaP and 22Rv1 cells were transduced with pLKO.1 lentiviral vectors with antisense TMEFF2 sequences shTMEFF2–0 (TRCN0000073518), shTMEFF2–1 (TRCN0000073519) and shTMEFF2–2 (TRCN0000073521). See Additional file 1: Table S7 for sequences.

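The target sequences of shTMEFF2-1 and shTMEFF2-2 in Table S7 were matched to the transcripts of the GENCODE annotation on GRCh38. TMEFF2 is a protein-coding gene on the minus strand of chromosome 2, from 191949043 to 192194933, and CAVIN2-AS1 overlaps it on the other strand. The target of shTMEFF2-1, CGTCTGTCAGTTCAAGTGCAA, lies in the coding sequence of transcript ENST00000272771, which has 10 exons, and crosses the junction of exon 2 (192191880 to 192191989) and exon 3 (192184354 to 192184483). On the genome its 21 bases therefore span 192184479 to 192191895 with the intron between them. In the mRNA it is preceded by ATTGGAGACACTGTGACTTG and followed by CAATGACTATGTGCCTGTGT. The target of shTMEFF2-2, GCGCTTCTGATGGGAAATCTT, lies within exon 6 of the same transcript, also in coding sequence, from 191999141 to 191999161. It is preceded by AACCAACTTCAATCCCCTCT and followed by ATGATAATGCATGCCAAATC. No annotated transcript of another gene matched either target with 3 or fewer mismatches.

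**Figure D1:**
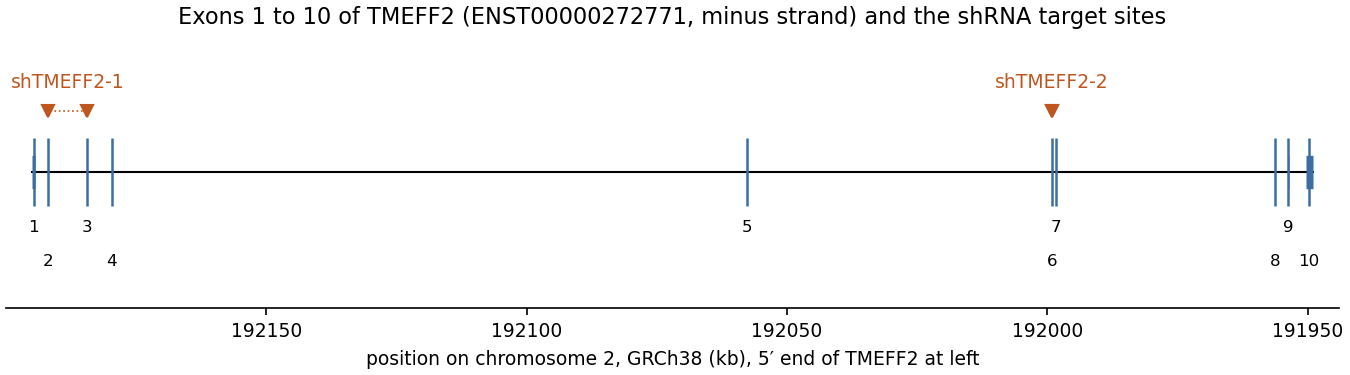
Map of TMEFF2 on chromosome 2 of GRCh38, drawn to scale along the genome coordinate, with the 10 exons of ENST00000272771 as ticks and the shRNA target sites as triangles. The dotted line joins the parts of the shTMEFF2-1 target on exons 2 and 3, and the shTMEFF2-2 target lies on exon 6.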

### RNA extraction and RNA-Seq

LNCaP cell expressing sh_TMEFF2 or the sh_scramble control were grown for 14 days after transduction and then 24 h in hormone-depleted media before stimulation with 10 nM DHT (or ethanol as vehicle control) for 24 h prior to harvesting for RNA extraction. Three biological replicates per sample were used. Total RNA was extracted with RNeasy mini kit (Qiagen, Waltham, MA) and cDNA was synthesized with SuperScript III First-Strand synthesis system (Life Technologies Inc., Carlsbad, CA). RNA integrity and quantity was assessed using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). Raw 75 bp paired-end sequences were generated from an Illumina NextSeq 500 sequencer (Illumina, San Diego, CA). Sequenced reads first underwent quality control with the FASTQC tool and then aligned to a contaminant genome to filter out reads which align to human ribosomal RNA, poly-A, poly-C, phiX virus or mitochondrial DNA sequence. The filtered reads were trimmed using Trimmomatic [47], as well as read clipping based on quality over a sliding window, retaining reads with a minimum length of 15 bp. Trimmed, filtered reads were pseudoaligned to the GRCh38 human reference transcriptome using kallisto version 0.42.3 [48], with enabled bias correction and 50 bootstrapping rounds. Expression values for 173,259 unique transcripts were measured and transcripts with an average of 5 count per million (CPM) or less across all samples were removed from further analysis. To perform differential expression analysis (LNCaP-sh_TMEFF2 vs. LNCaP-sh_scramble control), CPM values were summarized at the gene level and normalized with the *R* packages [49] and DESeq2 [50] to identify significantly differentially expressed genes (DEGs) with fold change ≥1.5 and FDR-adjusted *p*-value ≤0.05. Data deposited in NCBI GEO under accession number GSE117180.

### Real-time polymerase chain reaction (RT-PCR)

Total RNA was extracted with RNeasy mini kit and cDNA was synthesized with iScript™ Reverse Transcription Supermix for RT-qPCR (BioRad, Hercules, CA). Quantitative RT-PCR was performed using the SsoAdvanced™ Universal SYBR® Green and gene specific primers (Additional file 1: Table S7) on the Biorad CFX96™ Touch Real-Time PCR Detection System (BioRad, Hercules, CA). All RT-PCR experiments were performed under MIQE guidelines, using three biological replicates and two technical replicates.

### Western blotting

Cell lysates were prepared in RIPA buffer containing a protease inhibitor mixture and analyzed by Western blot as described before [38], using the following antibodies: TMEFF2 (HPA015587, Sigma) at a 1:1000 dilution; AR (sc-7305, Santa Cruz Biotechnology Inc., Dallas, TX) at a 1:1000 dilution; and Calnexin (ab22595; Abcam, San Francisco, CA) at a dilution of 1:4000.

### TMCC11 signature selection process

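RNA-seq libraries of LNCaP cells carrying sh_TMEFF2 were compared after stimulation with DHT and with vehicle, with 3 libraries each. The authors deposited gene-level counts estimated by kallisto, and these were tested here with edgeR. The 25 genes of Figure S2C were all higher with DHT, with linear fold changes from 1.88 for MCM8 to 3.98 for RP11-382M14.1, which correspond to log2 values of 0.91 and 1.99. Their adjusted p-values lay between 0.00012 and 0.0017 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 15419 genes). RP11-382M14.1 was the lowest in abundance, with 13 to 21 counts per library with vehicle and 62 to 77 with DHT. A linear fold change of at least 2.0 was reached by 22 of the 25 genes. The 3 genes below it were TRIP13 (1.99-fold, log2 standard error 0.12), TCF19 (1.93-fold, log2 standard error 0.12) and MCM8 (1.88-fold, log2 standard error 0.093), and WDHD1 was just above it at 2.00-fold (log2 standard error 0.12). In all, 15 of the 25 genes lay within 1 standard error of 2.0-fold, 12 of them among the 22, so the count of 22 is not firm. Without sh_TMEFF2 −DHT replicate 2 the number at 2.0-fold or more was 15. On the log2 scale, a value of 1.8 was reached by 1 of the 25 genes, RP11-382M14.1.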

From the initial group of 25 genes nuclear genes selected as significantly upregulated (Log2 fold change ≥1.8, ≤3.1; FDR < 0.05) by DHT in the LNCaP-TMEFF2 knockdown cells, we chose the 21 top-ranking upregulated genes (Log2 fold change ≥2.0) (Additional file 1: Figure S3). We interrogated this 21 gene subset in the MSKCC dataset (*n* = 150) in cBioPortal [51, 52] and selected those genes (*n* = 11; TMCC11) whose expression was upregulated in at least 4 of those patients with low TMEFF2 mRNA expression, and that maintain a strong functional association as demonstrated using STRING [53] and IPA pathway analyses (Additional file 1: Figure S4). Two other signatures were used for SigCheck analysis. TMCC13 is a modified TMCC11 signature including two additional genes, E2F7 and GSG2 (from the TMEFF2 21 top-ranking upregulated genes; Additional file 1: Figure S3), selected based on their individual prognostic values and lack of overlap with genes from the Cuzick [22] signature. TMCC3 consist of the CDC45, NCAPG and CLSPN genes and was selected from TMCC11 as the optimal subset in predicting time to BCR in the Stockholm dataset. For this purpose, the dependence of time to BCR on the signature gene expression was modeled using GLM cox regression, and the search for the best subset relied on elastic net regularization, a standard features selection procedure implemented in the R package glmnet.

### TMCC11 signature score development

Patients were divided in two categories (high and low) based on the TMCC11 gene signature, by calculating the mean expression over all the genes in the signature for each sample. The distribution for the population was calculated, and samples were included in the high group when their mean fell within the upper tertile (above the 67th percentile) and in the low group when below the 67th percentile.

### Databases and statistics

Databases/platform used during this study: cBioportal [51, 52], Oncomine [42], the R2 genomic analysis and visualization platform (http://r2.amc.nl); the STRING database [53]; and SurvExpress [54]. The parameters used are referenced in the corresponding figure legends if applicable. For publicly available microarray or RNA-Seq expression data sets, the normalized expression data was downloaded from the Oncomine, cBioportal or R2 databases.

Hierarchical clustering of the TMCC11 signature genes (Euclidean distance with average linkage on zscore transformed expression values) on samples from the MSKCC dataset was performed in R2.

Data analysis were performed by non-parametric Wilcoxon multiple comparison test or Student t-test as indicated in figure legends. Statistical significance was defined as *P* < 0.05 unless otherwise stated. Time-to-event outcomes were evaluated using Kaplan-Meyer analysis and survival-time differences were compared using the log-rank test. Uni-, multi-variate and C-statistics were used to assess the independent effect of biomarker status on clinical outcome. Univariate hazard ratios and *p*-values were obtained using the Cox proportional hazard model. Multivariate analysis was performed using the Cox proportional hazard model. A stepwise model selection procedure coupled with Cox proportional hazard model was used to define the final model. The Harrell’s method was used to compute the concordance statistics. Covariates included in the multivariate models were: biopsy and/or surgical gleason score, PSA, pathological T- stage, positive surgical margins and/or extracapsular extension. Covariates were adjusted as follow: Gleason – High (≥4 + 3): Low (≤3 + 4); PSA – High (≥10):Low(< 10); Path Stage –High(≥T3):Low(≤T2); Positive surgical margins -Y:N; Extracapsular extension (ECE) – Y:N. These analyses were conducted using SAS 9.4 and a *p*-value of less than 0.05 or 0.01 if indicated, was deemed statistically significant.

### Gene signature analysis with SigCheck

We analyzed the prognostic potential and specificity of the TMCC11 signature using the Bioconductor package SigCheck [55]. This software allows comparison of a gene signature prognostic performance against random and known gene signatures. In a first analysis, we compared the prognostic power of the TMCC11 gene signature and 253 oncogenic signatures available from the literature. The prognostic power of a gene signature was quantified by the log-rank test *p*-value for the difference between the time to BCR in high versus low risk groups according to overall signature gene expression. Mean expression over all the genes in the signature for each sample was computed, and high versus low expression was considered as over or below the 67th percentile respectively. Log-rank *P*-values for each signature were computed using the Stockholm ( [34], GSE70769), Cambridge ( [34], GSE70768) and MSKCC ( [46], GSE21034) datasets downloaded from the GEO website. In a second analysis, we comparatively assessed the superiority of the TMCC11 and the other 253 oncogenic signatures against randomly constructed predictors. For each signature under study, 10,000 signatures of the same number of genes were selected at random and for each log-rank p-value scores of their predictive power were computed as described above. A bootstrap p-value was then determined as the proportion of random gene signatures scoring better than the original gene signature. Stockholm, Cambridge and MSKCC datasets were also used for this analysis. The code for the analysis is available upon request. See Additonal file 1 for supplementary Methods.

## Results

### Low expression of TMEFF2 is associated with advanced disease and is prognostic of clinical outcome

The previously described cell growth inhibitory function of TMEFF2 in PCa [35–37] led us to determine the relationship of *Tmeff2* expression alterations to the clinicopathologic features of PCa. We first analyzed tumor associated changes in TMEFF2 expression by immunohistochemistry in PCa tissues (Additional file 1: Figure S1A). TMEFF2 protein expression was higher in patients with localized disease as compared to non-tumor samples (not shown). However, when patients were stratified by tumor stage, TMEFF2 expression was significantly decreased in more advanced pathological stages (Additional file 1: Figure S1B).

We then used Oncomine [42] to examine alterations of *TMEFF2* mRNA expression in publically available samples from PCa patients. Expression of *TMEFF2* mRNA is significantly increased in the primary tumors of patients with PCa when compared to normal tissue, in multiple independent datasets (Fig. 1a). However, in samples from metastases and castration resistant prostate cancer (CRPC), the levels of *TMEFF2* mRNA are either unchanged or decreased compared to normal prostate, and significantly decreased (*P* < 0.05) when compared to primary tumors (Fig. 1a). These data suggest a negative correlation between *TMEFF2* mRNA expression and progression to the advanced stages of PCa.

**Fig. 1:**
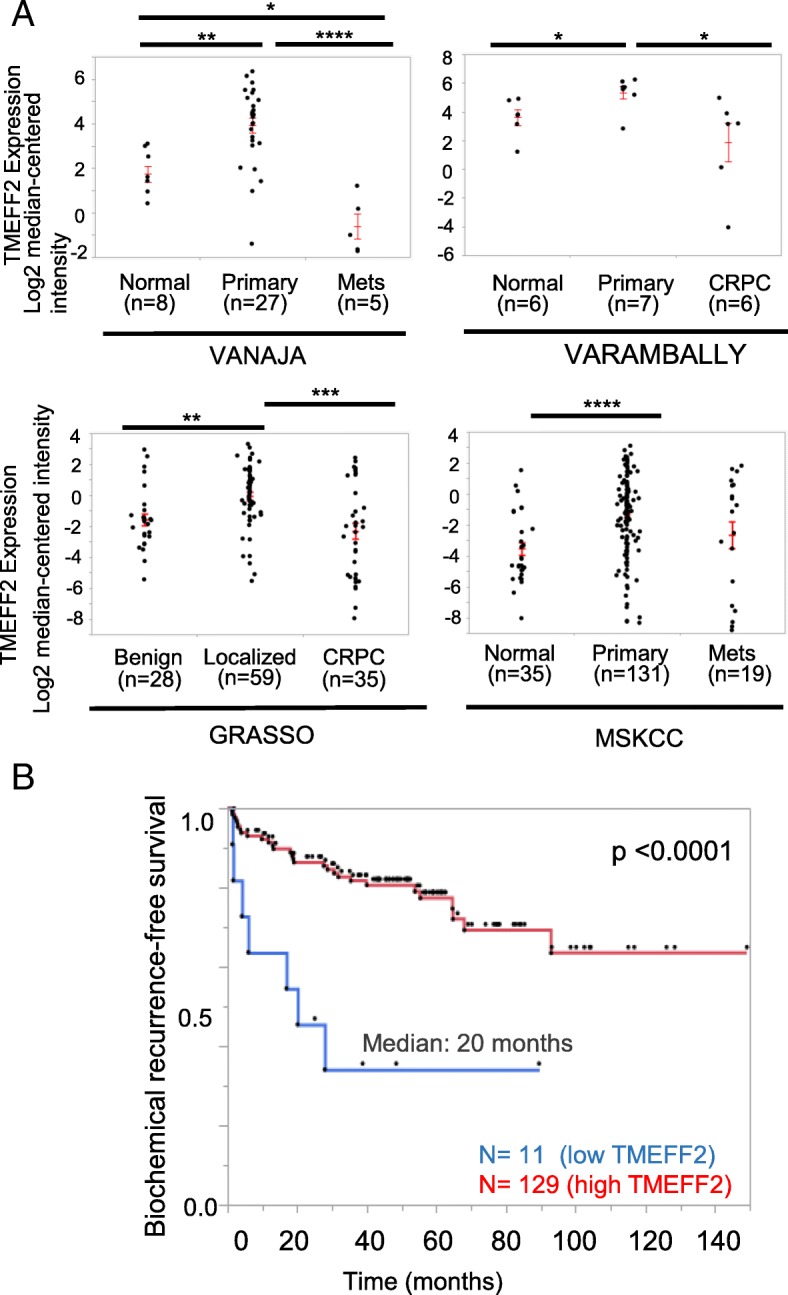
Low expression of *TMEFF2* mRNA is associated with advanced disease and clinical outcome. **a** Scatter plot showing *TMEFF2* mRNA expression levels in normal, primary and metastatic/CRPC tissue from patients from different prostate cancer cohorts. Expression levels were obtained from Oncomine and compared using a Wilcoxon multiple comparison test. **b** Kaplan-Meier analysis of biochemical-relapse free survival for patients from the MSKCC prostate cohort stratified by *TMEFF2* mRNA expression (*n* = 11; lowest expression in the cohort) vs. the rest of the patients. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

Based on these observations, we analyzed the prognostic value of *TMEFF2* mRNA expression in the MSKCC dataset ( [46]; Table 1), a publically available human PCa dataset with clinical outcome data. Kaplan-Meier analysis demonstrated a significant (*p* < 0.0001) correlation between *TMEFF2* levels and disease progression (assessed by biochemical recurrence, BCR). Patients with the lowest *TMEFF2* mRNA expression had faster BCR (20 vs. 110 months; Fig. 1b). These findings underscore the clinical significance of *Tmeff2* in cancer.

### *TMEFF2* silencing in the LNCaP cell line increases androgen-driven expression of a group of cell-cycle related genes

*TMEFF2* is one of the top 100 mRNA transcripts with the highest levels of inter-tumor variability in patient samples from several publically available datasets ( [34] and Additional file 1: Table S1). Such heterogeneity and the fact that low *TMEFF2* mRNA expression correlates with advanced disease, suggest that it may define a molecular signature with prognostic value. To begin understanding the molecular consequences of decreased *TMEFF2* expression and its potential to define a prognostic gene signature, we conducted *TMEFF2*-targeted RNA interference experiments. 

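RNA-seq was carried out on LNCaP, an androgen-responsive human prostate cancer cell line, transduced with lentiviral vectors expressing an shRNA against TMEFF2 (sh_TMEFF2) or a scramble control (sh_scramble). After 24 h in hormone-depleted media, cells were stimulated for 24 h with 10 nM dihydrotestosterone (DHT), an androgen, or with ethanol as vehicle. This gave 4 groups of 3 libraries, sh_scramble −DHT, sh_scramble +DHT, sh_TMEFF2 −DHT and sh_TMEFF2 +DHT. The paper gives 14 days of growth between transduction and the hormone-depleted media. The deposited descriptions give 17 days of the shRNA and, elsewhere, about 2.5 weeks after transduction. The descriptions also state that the 3 repeats of a group were treated and extracted separately and came from 2 separate transductions, without saying which repeat came from which. The paper's text does not name which TMEFF2 shRNA the sequenced cells carried. Paired-end reads from a NextSeq 500 were trimmed by the authors with Trimmomatic to a minimum of 15 bp and quantified with kallisto 0.42.3 on the GRCh38 transcriptome, with bias correction and 50 bootstraps. The deposited values are estimated counts per gene, summed from transcripts with tximport and scaled by library size and transcript length, and they are not whole numbers. The methods also describe removing transcripts with a mean of at most 5 CPM (counts normalized to the library total), whereas the deposited table lists 34643 gene symbols, of which 8918 are at 0 in every library. Each library has 2 columns in the table. They were summed and counted as 1 replicate, since the paired columns lay closer to each other than replicates did. The median chi-square over genes, divided by the median under sampling alone, was 2.57 to 2.87 for the 2 columns of a library (12 pairs). It was 4.38 to 5.50 for 2 replicates of a group (12 pairs). A value of 1 would mean no difference beyond sampling, so the 2 columns of a library also differed by more than sampling. Summed counts per library ranged from 19450866 to 22612046, with a median of 21194622 over the 12 libraries. The range and median were 19450866 to 21926323 and 19722710 in sh_scramble −DHT, 20558110 to 21001195 and 20752076 in sh_scramble +DHT, 20425729 to 22612046 and 21388049 in sh_TMEFF2 −DHT, and 21419143 to 22276738 and 21785445 in sh_TMEFF2 +DHT. Counts were rounded to whole numbers, normalized by edgeR's TMM method (factors 0.955 to 1.037) and filtered with filterByExpr, which left 15419 genes. All 12 libraries were fitted together with 1 mean per group, and differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The paper used DESeq2. Its limits of a 1.5-fold change and an adjusted p of 0.05 were kept. The difference between the DHT responses of the 2 lines was tested as an interaction. The deposited values do not carry the strand of the reads, so genes that overlap on opposite strands, such as TMEFF2 and CAVIN2-AS1, were read as uncertain.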

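TMEFF2 mRNA, the target of the shRNA, was measured in every library. In sh_scramble −DHT it was 85.0 ± 15.9 CPM (SD, n = 3), with library values of 77.8, 73.8 and 103.2 CPM, and in sh_TMEFF2 −DHT it was 63.2 ± 21.7 CPM (SD, n = 3), with 68.6, 39.3 and 81.7 CPM. With DHT, sh_scramble libraries held 173.3, 117.0 and 169.4 CPM (mean 153.3 ± 31.4, SD) and sh_TMEFF2 libraries 142.1, 90.1 and 114.5 CPM (mean 115.6 ± 26.0, SD). The means were lower in sh_TMEFF2, but the groups overlapped at both DHT levels. The log2 fold change between the lines was −0.43 without DHT (standard error 0.25, edgeR's adjusted p = 0.503) and −0.41 with DHT (standard error 0.25, edgeR's adjusted p = 0.304), so neither difference was past the threshold. Leaving out sh_TMEFF2 −DHT replicate 2, the alternative that moved the value without DHT most, gave −0.18. Replicate 2 was the lowest library in every group, so that fit removes a low value from sh_TMEFF2 alone. Each sh_TMEFF2 library was lower than the sh_scramble library of the same replicate number and DHT level. With the replicate number added to the fit, neither difference reached an adjusted p of 0.05 (edgeR). DHT raised TMEFF2 mRNA by a log2 fold change of 0.85 in sh_scramble (standard error 0.25, edgeR's adjusted p = 0.023) and of 0.87 in sh_TMEFF2 (standard error 0.25, edgeR's adjusted p = 0.038). Both increases fell short of an adjusted p of 0.05 under some alternatives, for example 0.065 in sh_TMEFF2 when edgeR was fitted to the 6 sh_TMEFF2 libraries alone, with adjusted p-values between 0.0020 and 0.113 over all alternatives for that line.

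**Figure D2:**
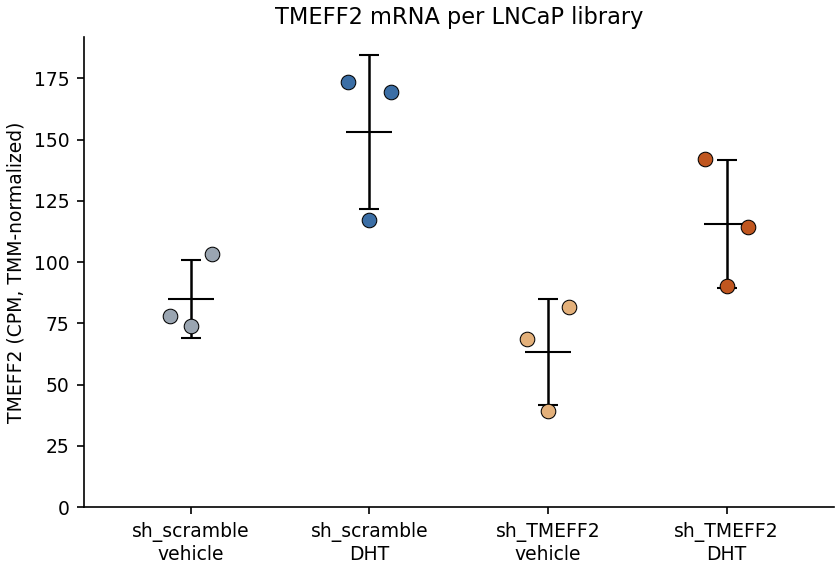
TMEFF2 mRNA in CPM (TMM-normalized) in each library, by group, with points for the 3 libraries and bars for the mean ± SD. Libraries of sh_TMEFF2 and sh_scramble overlap both without and with DHT. Each sh_TMEFF2 library lies below the sh_scramble library of the same replicate number.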

Using shRNA, we silenced expression of *TMEFF2* in LNCaP cells (Fig. 2a and Additional file 1: Figures S2A and S2B), a PCa cell line that expresses high levels of *TMEFF2* mRNA and protein. Using RNA-Seq, we identified a group of 25 nuclear genes that were moderately but significantly upregulated by DHT in the context of *TMEFF2* silencing (Log2 fold change ≥1.8, ≤3.1; FDR < 0.05), as compared to control cells (transduced with scramble shRNA; Additional file 1: Figure S2C). 

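Each of the 25 genes of Figure S2C was higher with DHT than with vehicle in both lines. The median log2 fold change with DHT was 1.12 (2.18-fold) in sh_TMEFF2 and 0.57 (1.48-fold) in sh_scramble. In sh_TMEFF2 all 25 genes passed a 1.5-fold change with an adjusted p of at most 0.05. In sh_scramble the log2 fold changes ran from 0.22 for BUB1B to 1.62 for RP11-382M14.1, 19 genes had an adjusted p under 0.05, and 11 of these also passed a 1.5-fold change (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The response in sh_TMEFF2 exceeded that in sh_scramble for all 25 genes, by 0.24 (MCM8) to 0.87 (CENPI) on the log2 scale, with a median of 0.56. When that difference was itself tested, 17 genes had an unadjusted p under 0.05, 12 genes an adjusted p of at most 0.05 adjusted over the list alone, and 5 genes over all 15419 genes. The study chose the list on these libraries. The direction of the 25 differences, the counts among them and the set tests below are therefore not independent evidence. The 5 genes were HELLS (difference 0.75, standard error 0.15, edgeR's adjusted p = 0.013), BUB1B (0.83, standard error 0.20, edgeR's adjusted p = 0.034), CENPI (0.87, standard error 0.22, edgeR's adjusted p = 0.043), NUSAP1 (0.80, standard error 0.21, edgeR's adjusted p = 0.043) and CDK1 (0.65, standard error 0.17, edgeR's adjusted p = 0.043). HELLS kept its adjusted p under 0.05 in each of the 12 fits that left out 1 library, whereas CENPI lost it in 10, CDK1 in 9, NUSAP1 in 8 and BUB1B in 7. The number of the 25 genes with such a difference ranged from 1, without sh_scramble −DHT replicate 2, to 11, without sh_TMEFF2 −DHT replicate 3. It was 9 with DESeq2 and 11 with the replicate number as a block. As a set, the 25 genes responded more in sh_TMEFF2 than other genes (camera with a preset correlation of 0.01, adjusted p = 6.0e-12 over the 40 list tests; fry, adjusted p = 0.033), but not when the correlation between genes was estimated (adjusted p = 0.217). Without DHT none of the 25 genes differed between the lines after adjustment, and 2 had an unadjusted p under 0.05. With DHT, 24 of the 25 were higher in sh_TMEFF2, 15 of them with an adjusted p of at most 0.05. Over all genes tested, 276 were induced at least 1.8-fold by DHT in sh_TMEFF2 with an adjusted p under 0.05, and 166 of these did not pass both limits in sh_scramble. That group holds 23 of the 25 genes, and RUNX2 and RP11-382M14.1, which passed both limits in sh_scramble, are outside it. Without sh_TMEFF2 +DHT replicate 3 the group had 94 genes, and without sh_TMEFF2 −DHT replicate 3 it had 242. If the genes with an adjusted p of at least 0.05 in sh_scramble are taken in its place, 102 remain, 6 of them among the 25. No restriction to nuclear genes was applied here. In the annotation, 21 of the 24 genes of the list that could be located overlap the span of another gene, introns included, 8 of them on the same strand. Part of their counts may be uncertain where exon sequence is shared, which was not checked. The paper compares the fold change of each gene with DHT in the 2 lines (Figure S2C), states that the 25 genes are upregulated by DHT in the context of TMEFF2 silencing as compared to control cells, and takes them on to pathway analysis.

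**Figure D3:**
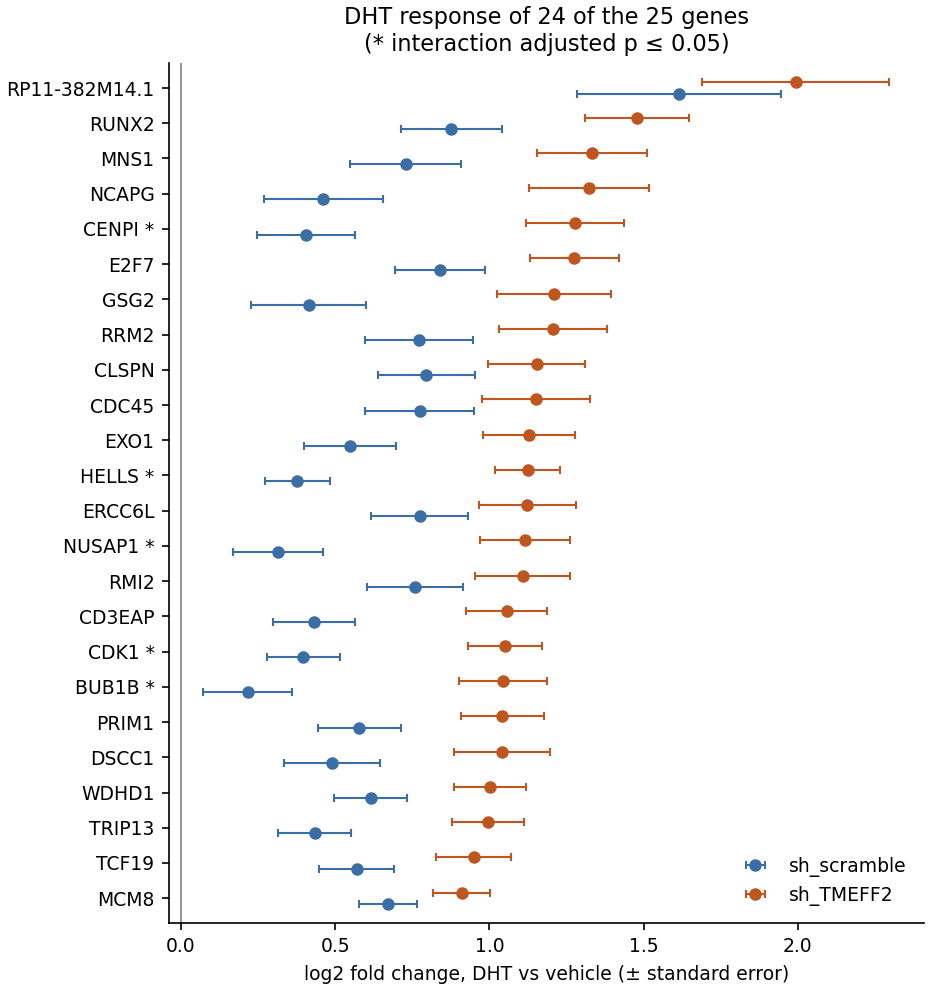
Log2 fold change with DHT of 24 of the 25 genes in sh_scramble and in sh_TMEFF2, with bars for the standard error of the edgeR fit to 12 libraries (3 per group). Every gene plotted lies above 0 in both lines and further above it in sh_TMEFF2. The study chose these genes on the same libraries.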

STRING pathway analysis [53] suggests that most of these genes are functionally associated (Additional file 1: Figure S2D) and belong to the DNA replication and cell cycle gene ontology categories. 

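Androgen-responsive genes were examined as a list of 19 genes written down in advance. In sh_scramble all 19 were higher with DHT with an adjusted p of at most 0.05, with a median log2 fold change of 2.39, whereas in sh_TMEFF2 12 of them were, with a median of 0.74 (edgeR). The response was smaller in sh_TMEFF2 for 16 genes, 15 of them with an adjusted p of at most 0.05 for the difference and 16 adjusted over the list alone, and the median difference was −1.38 (camera, adjusted p = 2.5e-19; fry, adjusted p = 1.2e-04; estimated correlation, adjusted p = 0.032). The other 3 were KLK2, KLK3 and KLK4, of which KLK4 is named because of this count. With DHT all 19 genes were lower in sh_TMEFF2 than in sh_scramble, by a median of −1.94. Without DHT the median was −0.25, and 5 genes were lower with an adjusted p of at most 0.05, among them KLK2, KLK3, KLK4 and ZBTB10, the last of these named because of the count. FKBP5 rose from 63.5 ± 8.05 to 661 ± 79.8 CPM (SD, n = 3) in sh_scramble and from 60.7 ± 4.78 to 112 ± 25.0 CPM (SD, n = 3) in sh_TMEFF2, a difference of −2.50 between the log2 responses (standard error 0.21, edgeR's adjusted p = 8.4e-05). KLK3, which encodes PSA, rose from 1925 ± 26.5 to 7495 ± 261 CPM (SD, n = 3) in sh_scramble and from 356 ± 134 to 1949 ± 511 CPM (SD, n = 3) in sh_TMEFF2. Its log2 responses, 1.96 and 2.45, were not told apart (edgeR's adjusted p = 0.459), and its level differed already without DHT, by −2.43 (standard error 0.23, edgeR's adjusted p = 2.8e-04). KLK2 and KLK3 are close paralogs whose reads the authors' quantification could have split, and their neighbours KLK4 and KLK15, the latter chosen after its value was seen, were also lower. The log2 response of TMPRSS2 was 2.97 in sh_scramble and 0.70 in sh_TMEFF2, where its adjusted p was 0.37 (edgeR) and the value became −0.10 without sh_TMEFF2 +DHT replicate 3. NDRG1, another of the 19 genes, rose from 100.02 ± 43.2 to 325 ± 22.0 CPM (SD, n = 3) in sh_scramble and from 61.9 ± 6.78 to 72.3 ± 8.50 CPM (SD, n = 3) in sh_TMEFF2, a difference of −1.48 (standard error 0.31, edgeR's adjusted p = 0.016). Cell cycle genes outside the 25 were examined as published lists of 35 S phase and 52 G2/M phase genes. Their median log2 fold changes with DHT were 0.77 and 0.81 in sh_TMEFF2 against 0.47 and 0.21 in sh_scramble, and the G2/M value in sh_scramble was 0.10 without sh_scramble +DHT replicate 2. The response was larger in sh_TMEFF2 for 33 of the 35 and 50 of the 52 genes, with median differences of 0.29 (camera, adjusted p = 4.1e-07) and 0.60 (camera, adjusted p = 1.7e-15). Neither set difference held under fry (adjusted p = 0.194 and 0.085) or an estimated correlation (adjusted p = 0.387 and 0.258). Single genes with an adjusted p of at most 0.05 for the difference were 1 of each list, NASP and G2E3, named because of the count; adjusted over the list alone they were 1 and 15. Of the S and G2/M genes, 31 belong to the 166 genes induced at least 1.8-fold in sh_TMEFF2 only. In total 506 genes were higher and 247 lower with DHT in sh_TMEFF2, and 840 higher and 995 lower in sh_scramble. Without sh_TMEFF2 +DHT replicate 3 the number lower in sh_TMEFF2 was 103, and with genes of a mean above 5 CPM only, the number lower in sh_scramble was 653.

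**Figure D4:**
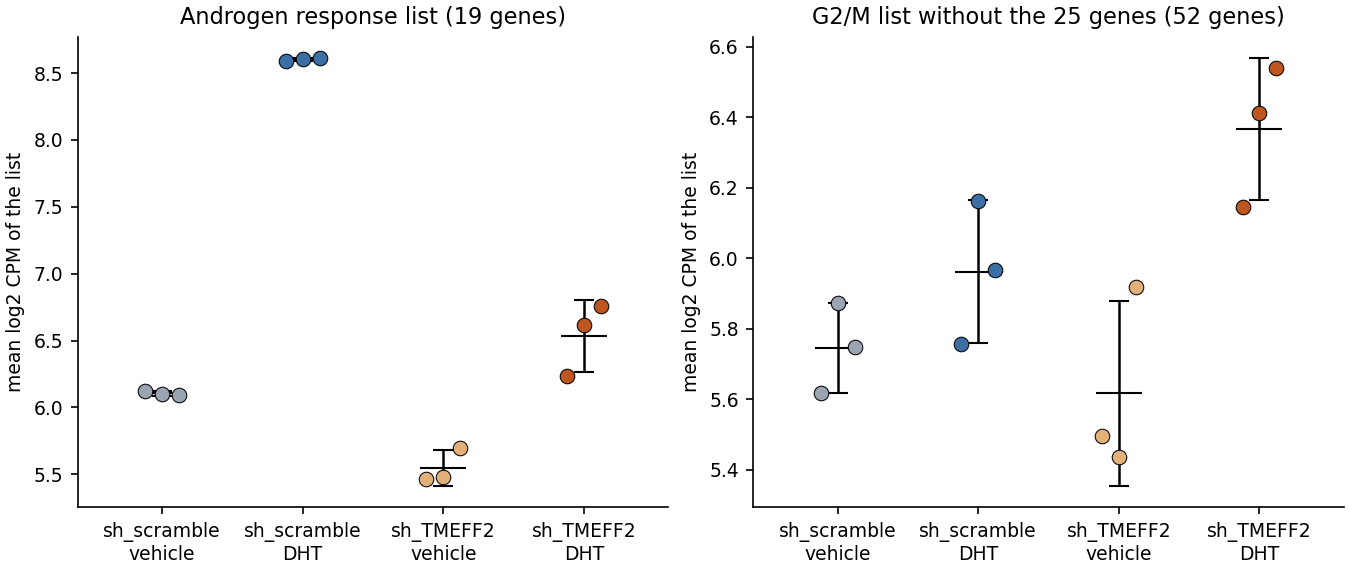
Mean log2 CPM (prior count 2) over the 19 androgen-responsive genes and over the 52 G2/M phase genes in each library, by group, with points for the 3 libraries and bars for the mean ± SD. With DHT the androgen-responsive score is 8.60 ± 0.01 in sh_scramble and 6.53 ± 0.27 in sh_TMEFF2, and the G2/M score is 5.96 ± 0.20 and 6.37 ± 0.20.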

All together these results suggest that *TMEFF2* silencing alters expression of androgen receptor (AR) targets, andthat previously reported TMEFF2 effects on growth [37] may be driven, in part, by TMEFF2-modulated AR-mediated expression of genes involved in cell cycle related processes (Additional file 1: Supplementary Discussion).

**Fig. 2:**
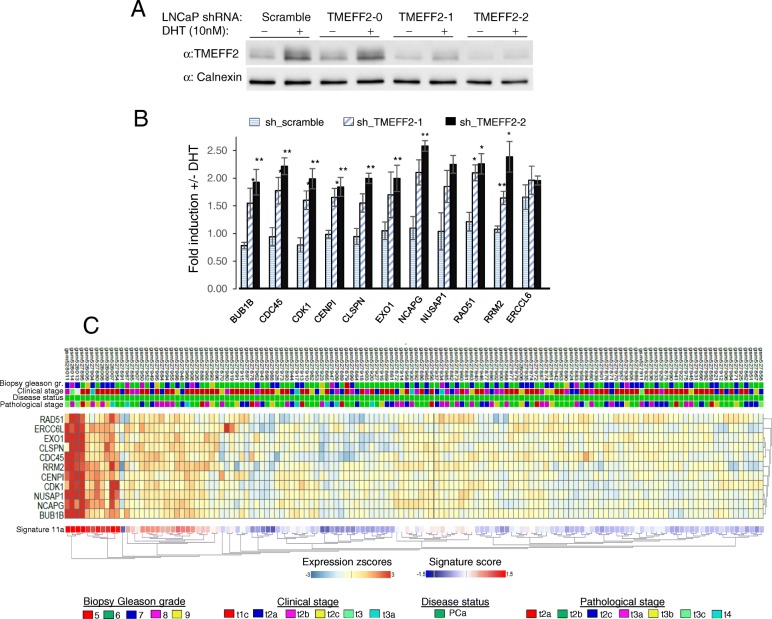
TMEFF2 silencing in PCa cells induces androgen-driven expression of cell cycle genes. **a** Western Blot analysis to determine knockdown of TMEFF2 in LNCaP cells using three different *TMEFF2* targeted shRNAs. Only sh_TMEFF2–1 and sh_TMEFF2–2 appreciably silenced *TMEFF2* expression. Note that *Tmeff2* is an androgen-regulated gene. Representative blot from > 3 repeats. **b** qRT-PCR data in the LNCaP-sh_TMEFF2 cells confirming increased expression in response to androgen stimulation of the cell cycle genes selected for the TMCC11 signature. Data is the average of 3 independent repeats and was analyzed using T-test. Error bars correspond to s.e.m. **c** Clustering analysis of TMCC11 signature genes in the MSKCC cohort. Each column corresponds to an individual patient. The status of some clinicopathological variables for each sample has been included in the figure at the top of the heatmap. *P < 0.05; **P < 0.01

Out of the initial group of genes, we selected 11 (see Methods and Additional file 1: Figsure S3A and S3B) referred to as the “*TMEFF2* modulated cell cycle 11 (TMCC11)” gene signature. qRT-PCR analysis in LNCaP cells confirmed that DHT mediated induction of the TMCC11 genes was significantly increased in LNCaP cells in which *TMEFF2* expression was low compared to control cells (Fig. 2b). High expression of these genes with low *TMEFF2* expression was also seen in patients’ samples from the MSKCC dataset (Additional file 1: Figure S3C). Clustering analysis of the TMCC11 signature genes in the MSKCC dataset indicate that expression of these genes is highly correlated (Fig. 2c). These 11 genes are all tightly related to cell-cycle and DNA replication and repair processes (Additional file 1: Figure S3B). Moreover, silencing of *TMEFF2* in PCa cells affects cell cycle progression (Additional file 1: Figure S4) supporting the role of TMEFF2 in modulating expression of cell-cycle related genes (see also Additional file 1: Supplementary Discussion).

In clinical samples from the Grasso [45] and MSKCC [46] datasets, the expression of the individual genes from the TMCC11 signature is significantly increased in CRPC and metastatic disease samples when compared to normal tissue, and inversely correlated with the expression of *TMEFF2* in the same samples (Additional file 1: Figure S5A and S5B). In addition, mRNA coexpression analysis using the PCa MSKCC and PRAD TCGA datasets indicates that these genes are significantly co-expressed (Additional file 1: Figure S6).

### The TMEFF2-modulated gene signature is an independent marker of recurrence after prostatectomy in multiple clinical datasets

Based on the results suggesting that loss of TMEFF2 often predates aggressive/metastatic disease, we postulated that the TMEFF2-modulated TMCC11 gene signature could have prognostic value. We evaluated this hypothesis using BCR as the clinical endpoint in the PCa MSKCC dataset [46] (Table 1 and Additional file 1: Table S2 and Figure S7 provide information on the samples). The MSKCC dataset includes a number of prostatectomy samples from patients with wide range of times to BCR as measured by increased levels of PSA. Individually, increased expression of each of the genes comprising TMCC11 was statistically significant (*P* < 0.01) in predicting BCR (Additional file 1: Table S3; for CLSPN *p* = 0.0137). In Kaplan-Meier analyses, high expression of the TMCC11 signature was associated with a median time to progression of 55.39 months vs. greater than 150 months for patients with low expression of TMCC11 (log-rank *P* value = 1.11e-05; Fig. 3a). These results indicate that the TMCC11 signature is a powerful predictor of aggressive PCa, segregating the tumors into high and low-risk groups based on time to BCR. We obtained similar results using the SurvExpress [54] database for analysis (Additional file 1: Figure S8).

**Fig. 3:**
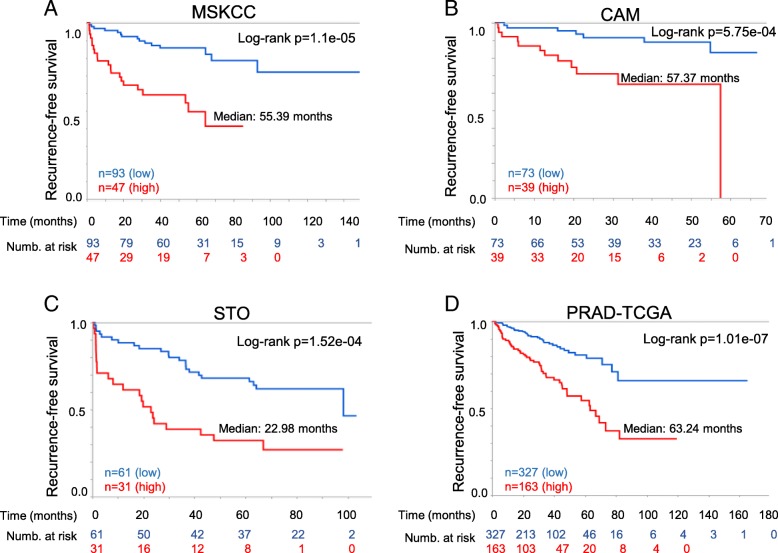
High TMCC11 expression correlates with decreased disease-free survival in several independent PCa datasets. Kaplan-Meier analysis of biochemical-relapse free survival in the MSKCC (**a**), Cambridge (**b**), Stockholm (**c**) and PRAD-TGCA (**d**) datasets. Patients were divided in two categories with the upper tertile of the TMCC11 used at the cut point. Red indicates high TMCC11 group

In Cox regression analyses, TMCC11 was a significant prognostic variable (*p* < 0.001) with a hazard ratio (HR) of 4.1 (Table 2). In multivariate analysis, and a model constructed using a forward stepwise selection process coupled with Cox proportional hazard, TMCC11 remained a significant prognostic variable with a HR of 2.27 and 2.35 respectively (Table 2). The final model also selected pathological T-score and surgical Gleason score as significant predictors of BCR (Table 2).

**Table 2:** Uni- and multivariate Cox regression analysis of disease recurrence in several PCa datasets

		UNIVARIATE ANALYSIS		MULTIVARIATE ANALYSIS		FINAL MODEL	
		HR (95% CI)	*p*-value	HR (95% CI)	*p*-value	HR (95% CI)	*p*-value
MSKCC	TMCC11	4.10 (2.08, 8.1)	< 0.001	2.27 (1.05,4.91)	0.038	2.35 (1.14,4.87)	0.021
	Biop. Gleason	4.26 (1.93, 9.42)	< 0.001	0.96 (0.36,2.59)	0.943		
	PSA	2.98 (1.53, 5.83)	0.001	1.66 (0.79,3.49)	0.372		
	Path Stage	4.62 (2.30,9.27)	< 0.001	4.15 (1.56,11.04)	0.459	2.99 (1.42,6.29)	0.004
	Surg. margins	2.07 (1.06, 4.06)	0.034	0.90 (0.42,1.95)	0.776		
	ECE	2.10 (0.92,4.80)	0.79	0.42 (0.12,1.29)	0.415		
	Surg. Gleason	10.56 (4.87,22.86)	< 0.001	7.92 (3.16,19.87)	< 0.001	6.78 (2.92,15.73)	< 0.001
CAM	TMCC11	4.76 (1.80, 12.59)	0.002	4.28 (1.53, 11.99)	0.006	3.53 (1.31,9.51)	0.013
	Biop. Gleason	3.25 (1.32, 8.02)	0.011	1.10 (0.25,4.93)	0.897		
	PSA	1.50 (0.57, 3.95)	0.412	2.82 (1.00,7.98)	0.050		
	Surg. Gleason	4.68 (1.88,11.63)	< 0.001	5.12 (1.07, 24.55)	0.041	4.31 (1.70,10.91)	0.002
	Surg. margins	1.64 (0.62, 4.35)	0.324	2.08 (0.76,5.71)	0.156		
	ECE	1.82 (0.60,5.48)	0.288	0.85 (0.28,2.64)	0.780		
STO	TMCC11	3.00 (1.65,5.44)	< 0.001	2.69 (1.46,6.11)	0.003	2.89 (1.56,5.36)	< 0.001
	Preop. Gleason	2.67 (1.44,4.96)	0.002	1.40 (0.66, 2.99)	0.381	2.12 (1.12,4.02)	0.021
	PSA	1.61 (0.89,2.92)	0.116	1.05 (0.56,1.98)	0.879		
	Surg. Gleason	3.62 (2.00,6.58)	< 0.001	1.77 (0.84,3.74)	0.136		
	Surg. margins	1.99 (1.10,3.59)	0.023	1.84 (0.96,3.54)	0.068		
	ECE	4.21 (2.19,8.09)	<.001	2.98 (1.46,6.11)	0.003	3.69 (1.89,7.20)	< 0.001
TCGA	TMCC11	2.94 (1.94, 4.46)	< 0.0001	1.96 (1.26,3.05)	0.003	1.96 (1.26,3.05)	0.003
	Gleason	4.08 (2.27, 7.34)	< 0.0001	2.29 (1.20, 4.38)	0.012	2.29 (1.20, 4.38)	0.012
	Path Stage	3.68 (2.07, 6.51)	< 0.0001	2.25 (1.22, 4.15)	0.010	2.25 (1.22, 4.15)	0.010

Gleason – High (≥4 + 3): Low (≤3 + 4); PSA – High (≥10):Low(< 10); Path Stage –High(≥T3):Low(≤T2); Positive surgical margins -Y:N; Extracapsular extension (ECE) – Y:N

We validated the prognostic findings in additional independent publically available datasets (see Table 1, Additional file 1: Table S2 and Fig. S7 for descriptions). Kaplan-Meier analysis of relapse free survival demonstrated that TMCC11 was a significant (log-rank *p* = 5.75e-04, *p* = 1.52e-04 and p = *P* = 1.01e-07) predictor of outcome in the Cambridge (CAM; *n* = 112; [34]), Stockholm (STO; *n* = 92; [34]) and PRAD TCGA (*n* = 490) cohorts, segregating patients with better/worse prognosis based on disease recurrence data over 60, 100 and 180 months respectively (Fig. 3b-d). Results using multivariate Cox regression analysis including expression level of the TMCC11 signature and several clinical variables, demonstrate that the TMCC11 signature is an independent predictor of recurrence after prostatectomy in these datasets (Table 2). Taken together, these data suggest that the TMCC11 signature is prognostic for risk of disease recurrence after radical prostatectomy, and has an added benefit in the context of standard clinical variables in several independent datasets.

The prognostic value of the TMCC11 signature was further evident using C-statistics (Additional file 1: Table S4). The TMCC11 signature was a significant predictor across all datasets. In the TCGA-PRAD, it performed better (C-index, 0.64; confidence interval, 0.58–0.70; *p* < 0.001) than Gleason (C-index, 0.62; confidence interval, 0.58–0.67; p < 0.001) or pathological score (C-index, 0.61; confidence interval, 0.57–0.66; p < 0.001). Moreover, in all the datasets, the TMCC11 signature significantly improved prognostic ability when combined with other clinical variables (Additional file 1: Table S4). The persistence of the interaction terms as significant effects proves that the TMCC11 predictive effectiveness might vary with the levels of the other clinical variables.

In selected patients from the MSKCC and TCGA-PRAD datasets with high pathological T (≥ T3) or Gleason (≥ 4 + 3) scores, high TMCC11 significantly stratified men at risk for disease recurrence/progression (Additional file 1: Figures S9 and S10). TMCC11 provides prognostic information in high-risk patients beyond that provided by established clinicopathological prognostic features as demonstrated using multivariate analysis (Additional file 1: Tables in Figures S9 and S10). These results suggest that TMCC11 has prognostic value in men with high-grade tumors, after RP. TMCC11 failed to stratify patients with low surgical Gleason score, however, preliminary data using the MSKCC [46] and Stockholm [34] datasets indicate that TMCC11 can stratify patients presenting with low biopsy Gleason score, suggesting that the signature may be informative for PCa management after a positive biopsy (Additional file 1: Figure S11).

### Prognostic assessment of the TMCC11 gene signature

Several gene signatures have prognostic capabilities in PCa. We therefore conducted additional tests to determine the value of the TMCC11 signature when compared to other signatures, using the Bioconductor package SigCheck [55]. This software allows comparison of a gene signature’s prognostic performance against random and known gene signatures. Initially, we analyzed the prognostic power (based on time to recurrence) of TMCC11 and other previously identified oncogenic signatures: 6 signatures for PCa [22, 25, 34, 56–58], 189 oncogenic signatures from multiple cancer types in MSigDB, and 48 breast oncogenic signatures (compiled in [59]) (*n* = 243, Table 3 and Additional file 1: Table S5). TMCC11 outperformed most signatures (Additional file 1: Table S5). Considering just the 6 PCa gene signatures, only the Cuzick (*n* = 31) signature achieved comparable performance to the TMCC11 across the three datasets for identifying patients with shorter time to biochemical relapse, and the performance depended on the dataset utilized (Table 3). Of note, 5 genes within the Cuzick set overlap with the TMCC11 set. We obtained similar results using two other TMCC11 derived signatures, TMCC13 and TMCC3 (Additional file 1: Table S5). TMCC13 is a modified form of TMCC11 including two additional genes, E2F7 and GSG2, while TMCC3 consisted of only 3 genes from the TMCC11 signature that do not overlap with the Cuzick signature. These results underscore the independent prognostic value of the genes included in the TMCC11 signature.

**Table 3:** Prognostic potential of PCa signatures

	*P*-values (compared to known PCa signatures)			*P*-values (compared to random sets of genes)			
Dataset Signature	STO	CAM	MSKCC	STO	CAM	MSKCC	Ref
CUZICK	0.00466	0.01610	2.10E-06	0.0182	0.0272	0.0000	22
TMCC11	0.00915	0.00479	0.000173	0.0305	0.0120	0.0018	This study
HES6	0.00544	0.00447	0.24900	0.0242	0.0126	0.5834	56
ROSS(100E)	0.17000	0.00720	0.06070	0.2609	0.0173	0.1388	34
IRSHAD	0.14100	0.04040	0.14500	0.2208	0.0552	0.2819	57
ONCOTYPEDX	0.05380	0.15600	0.20600	0.1126	0.1846	0.3586	25
SHARMA	0.46600	0.29700	0.60400	0.5489	0.3234	0.7237	58

Left columns: Comparative TMCC11 and known PCa signatures prognostic potential. Performance scored by log-rank test p-value of the difference on time to BCR between high and low risk groups defined by the overall gene expression signature. Right columns: Comparative analysis for TMCC11 and known PCa signatures over performance against random signatures. For each signature, 10,000 equal size signatures were generated at random and evaluated for predicting early relapse by log-rank test *p*-value. An overall bootstrap p-value score was computed as proportion of random signatures performing better than the initial signature. For both analyses, the data is sorted by first principal component of the individual rankings of the 3 columns corresponding to the Cambridge, Stockholm and MSKCC datasets. The Ross (100E) signature corresponds to the genes selected based on transcriptome profiling only. See also Additional file 1: Tables S5 and S6 for a full list with additional signatures

We then analyzed the performance of the oncogenic signatures against 10,000 signatures consisting of the same number of genes (for the specified signature) selected at random (Tables 3 and Additional file 1: Table S6). The TMCC11 signature performed in the 97th and 99th percentiles, with only 3, 1.2 and 0.18% of the random signatures demonstrating an equal or smaller *p*-value (empirical *p*-values of *p* = 0.0305, *p* = 0.012 and *p* = 0.0018) in predicting relapse in the Stockholm, Cambridge and MSKCC datasets respectively. Considering the PCa signatures, only the Cuzick (n = 31) signature achieved comparable performance to the TMCC11 across the three datasets (Table 3). TMCC11, TMCC13 and TMCC3 outperformed most of the oncogenic signatures described above (n = 243), when tested against random signatures (Additional file 1: Table S6).

## Discussion

Here, we have identified an 11-gene prognostic signature (TMCC11) for PCa progression consisting of genes associated with cell-cycle and DNA damage response. The prognostic value of this signature was confirmed on several publically available cohorts totaling 834 samples from geographically different cohorts of patients that underwent RP. TMCC11 is an independent predictor of biochemical recurrence after RP and added significant prognostic value to standard clinicopathological variables. In multivariate analysis TMCC11 was the only variable consistently predictive of disease recurrence in all of the datasets, and it significantly increased risk prediction over other clinical variables and when combined with other variables (Table 2 and Additional file 1: Table S4). Moreover, in subsets of patients with high Gleason or pathological scores, the TMCC11 signature provided a statistically significant stratification of patients identifying high and low risk groups for disease recurrence, and preliminary data suggests that TMCC11 can stratify patients that present with low biopsy or pre-operative Gleason scores. All together, these results suggest that TMCC11 may provide relevant prognostic information in several clinical scenarios and have an impact not only on the decision of whether to provide adjuvant therapy after RP, but also on treatment management after a positive biopsy.

Genomic and transcriptomic analyses have provided insight into the complexity of prostate tumors and the existence of molecular subtypes. However, the clinical applicability of these classifications has been thwarted, due in part to the highly heterogeneous nature of PCa and the difficulty of identifying additional relevant alterations that occur at low frequencies [11–18] [60]. We hypothesized that heterogeneously expressed genes can expose unidentified molecular subclasses of PCa and/or identify translationally relevant gene sets. Expression of *Tmeff2*, an androgen regulated gene, is highly variable across several different PCa datasets ( [34], Additional file 1: Table S1). Low *TMEFF2* mRNA expression significantly associated with shorter time to post-RP BCR. Although the prognostic value of low *TMEFF2* mRNA levels is uncertain, low *TMEFF2* mRNA correlates with: 1) increased androgen response of the cell cycle genes that define the TMCC11 signature in cell lines; and 2) increased mRNA levels of the same genes in samples from clinical datasets (see also Additional file 1: Supplementary Discussion). Interestingly, SPINK1 also demonstrates highly variable expression across the same datasets (Additional file 1: Table S1). SPINK1 is an androgen-regulated gene highly overexpressed in approximately 10% of PCa cases [61–63]. While the prognostic role of SPINK1 for PCa is unclear [64], it has been suggested that pathways downstream of SPINK1 may have translational and prognostic significance [64, 65]. These observations hint to highly variably expressed genes as a potential source of information with translational value.

Currently several tissue-based genomic biomarkers offer prognostic information for patients with PCa either before or after treatment [23]. The Decipher™ [24], Oncotype DX® [25] and Prolaris® [22] are commercially available panels based on measurement of gene expression changes at the RNA level. The Prolaris® panel, based on the set described in Cuzick [22], examines the expression of 31 genes involved in cell cycle progression and 5 out of the 11 genes in TMCC11 are common to this panel. We observed a similar prognostic performance for the Cuzick [22] and the TMCC11 signatures when compared against random size-matched signatures. In addition, the prognostic power (based on *p*-value) of our signature vs. Cuzick [22] was dependent on the dataset utilized, but they were similarly informative and both behaved as strong risk predictors. While these comparisons need to be verified in independent studies, TMCC11 represents a smaller and more focused distinct gene set with potentially added value in specific patient subsets. The smaller size of the TMCC11 signature (11 genes vs. 31 of Cuzick [22]) is an advantage in clinical use since smaller signatures are more amenable to testing with reduced RNA quantities (i.e. biopsy samples) or even assayed with immunohistochemistry. In addition, TMCC3, a signature consisting of three genes selected from the TMCC11 signature, that does not overlap with the Cuzick gene set, demonstrated excellent prognostic ability in SigCheck analysis. This suggests that subsets of the TMCC11 genes can be of prognostic value. Finally, the fact that our studies have independently led to the identification of a cell-cycle based signature validates the results and points to the value of using cell cycle genes as prognostic markers in PCa. See Additonal file 1 for a supplementary Discussion.

## Conclusions

Using an unconventional approach, we have identified an 11-gene signature consisting of functionally related nuclear genes with roles in DNA replication/ repair and/or cell cycle that can improve accuracy of prognosis in patients with PCa after RP in the context of current clinicopathological variables. Prognostic gene signatures containing, or based on, cell cycle gene expression changes have been identified using other approaches and different sample types. This observation not only validates our results, but also suggests that heterogeneity may lead to similar cellular consequences, providing cell cycle based signatures with rather global prognostic values. The TMCC11 signature requires further validation in multi-institutional cohorts and clinical trials. In addition, the ability of TMCC11 to provide prognostic information using biopsy samples needs to be further explored.

## Additional file

Additional file 1: A TMEFF2-regulated cell cycle derived gene signature is prognostic of recurrence risk in prostate cancer. **Figure S1.** Expression of TMEFF2 protein in prostate cancer. **Figure S2.** Androgen-induction of nuclear genes is affected by TMEFF2 silencing. **Figure S3.** Selection of the TMEFF2 modulated cell cycle (TMCC11) gene subset. **Figure S4.** Effect of TMEFF2 silencing on cell cycle progression. **Figure S5.** The TMCC11 signature genes are highly expressed in metastatic prostate cancer and clinical CRPC. **Figure S6.** The genes in the TMCC11 signature are significantly co-expressed. **Figure S7.** Distribution of the TMCC11 signature score in patients from the different datasets used in this study. **Figure S8.** High expression of TMCC11 correlates with poor prognosis in the MSKCC dataset using the SurvExpress platform for analysis. **Figure S9.** High TMCC11 expression correlates with decreased disease-free survival in subsets of patients with high pathological or surgical Gleason score in the MSKCC dataset. **Figure S10.** High TMCC11 expression correlates with decreased disease-free survival in subsets of patients with high pathological or surgical Gleason score in the PRAD-TCGA dataset. **Figure S11.** TMCC11 stratifies patients presenting with low biopsy or pre-operative Gleason score. Supplementary Methods. Supplementary Discussion. Supplementary References.** Table S1.** List of the 100 most variable expressed genes in 5 different datasets. **Table S2.** Overview of clinical datasets used in this study with expression data. **Table S3.** Summary of Kaplan-Meier analysis for DFS of the individual 11 genes corresponding to the TMCC11 signature. **Table S4.** C-statistical analysis for time to BCR comparing the performance of TMCC11 alone or in combination with other clinical variables. **Table S5.** Performance of multiple oncogenic signatures on predicting relapse. **Table S6.** Comparison of the prognostic potential for relapse of multiple oncogenic signatures against random sets of genes. **Table S7.** Primers and TMEFF2 shRNA targets used in this study

## Abbreviations

AR: Androgen receptor
BCR: Biochemical recurrence
CPM: Counts per million
CRPC: Castration resistant prostate cancer
DEG: Differentially expressed gene
DFS: Disease free survival
FDR: False discovery rate
PCa: Prostate cancer
PSA: Prostate specific antigen
qRT-PCR: Quantitative reverse-transcription polymerase chain reaction
RP: Radical prostatectomy
TMEFF2: Transmembrane protein with EGF like and two follistatin domains 2

## References

[1] Siegel RL, Miller KD, Jemal A (2015). Cancer statistics, 2015. CA Cancer J Clin.

[2] Shtivelman E, Beer TM, Evans CP (2014). Molecular pathways and targets in prostate cancer. Oncotarget..

[3] Humphrey PA (2004). Gleason grading and prognostic factors in carcinoma of the prostate. Mod Pathol.

[4] Joniau S, Briganti A, Gontero P, Gandaglia G, Tosco L, Fieuws S (2015). Stratification of high-risk prostate cancer into prognostic categories: a European multi-institutional study. Eur Urol.

[5] Draisma G, Etzioni R, Tsodikov A, Mariotto A, Wever E, Gulati R (2009). Lead time and overdiagnosis in prostate-specific antigen screening: importance of methods and context. J Natl Cancer Inst.

[6] Hong SK, Vertosick E, Sjoberg DD, Scardino PT, Eastham JA (2014). Insignificant disease among men with intermediate-risk prostate cancer. World J Urol.

[7] Loeb S, Bjurlin MA, Nicholson J, Tammela TL, Penson DF, Carter HB (2014). Overdiagnosis and overtreatment of prostate Cancer. Eur Urol.

[8] Shao YH, Demissie K, Shih W, Mehta AR, Stein MN, Roberts CB (2009). Contemporary risk profile of prostate cancer in the United States. J Natl Cancer Inst.

[9] Schröder FH, Hugosson J, Roobol MJ, Tammela TLJ, Ciatto S, Nelen V (2012). Prostate-Cancer mortality at 11 years of follow-up. N Engl J Med.

[10] Aizer AA, Chen MH, Hattangadi J, D'Amico AV (2014). Initial management of prostate-specific antigen-detected, low-risk prostate cancer and the risk of death from prostate cancer. BJU Int.

[11] Ruijter ET, van de Kaa CA, Schalken JA, Debruyne FM, Ruiter DJ (1996). Histological grade heterogeneity in multifocal prostate cancer. Biological and clinical implications. J Pathol.

[12] Boutros PC, Fraser M, Harding NJ, de Borja R, Trudel D, Lalonde E (2015). Spatial genomic heterogeneity within localized, multifocal prostate cancer. Nat Genet.

[13] Cyll K, Ersvær E, Vlatkovic L, Pradhan M, Kildal W, Avranden Kjær M (2017). Tumour heterogeneity poses a significant challenge to cancer biomarker research. Br J Cancer.

[14] Boutros PC, Fraser M, van der Kwast T, Bristow RG (2016). Clonality of localized and metastatic prostate cancer. Curr Opin Urol.

[15] Tosoian Jeffrey J., Antonarakis Emmanuel S. (2017). Molecular heterogeneity of localized prostate cancer: more different than alike. Translational Cancer Research.

[16] Shoag J, Barbieri C (2016). Clinical variability and molecular heterogeneity in prostate cancer. Asian J Androl.

[17] Cooper CS, Eeles R, Wedge DC, Van Loo P, Gundem G, Alexandrov LB (2015). Analysis of the genetic phylogeny of multifocal prostate cancer identifies multiple independent clonal expansions in neoplastic and morphologically normal prostate tissue. Nat Genet.

[18] Gundem G, Van Loo P, Kremeyer B, Alexandrov LB, Tubio JMC, Papaemmanuil E (2015). The evolutionary history of lethal metastatic prostate cancer. Nature..

[19] Guiu S, Michiels S, Andre F, Cortes J, Denkert C, Di Leo A (2012). Molecular subclasses of breast cancer: how do we define them? The IMPAKT 2012 working group statement. Ann Oncol.

[20] Bertucci F, Finetti P, Cervera N, Maraninchi D, Viens P, Birnbaum D (2006). Gene expression profiling and clinical outcome in breast cancer. Omics.

[21] Parker JS, Mullins M, Cheang MCU, Leung S, Voduc D, Vickery T (2009). Supervised risk predictor of breast Cancer based on intrinsic subtypes. J Clin Oncol.

[22] Cuzick J, Swanson GP, Fisher G, Brothman AR, Berney DM, Reid JE (2011). Prognostic value of an RNA expression signature derived from cell cycle proliferation genes in patients with prostate cancer: a retrospective study. Lancet Oncol.

[23] Moschini M, Spahn M, Mattei A, Cheville J, Karnes RJ (2016). Incorporation of tissue-based genomic biomarkers into localized prostate cancer clinics. BMC Med.

[24] Erho N, Crisan A, Vergara IA, Mitra AP, Ghadessi M, Buerki C (2013). Discovery and validation of a prostate cancer genomic classifier that predicts early metastasis following radical prostatectomy. PLoS One.

[25] Klein EA, Cooperberg MR, Magi-Galluzzi C, Simko JP, Falzarano SM, Maddala T (2014). A 17-gene assay to predict prostate cancer aggressiveness in the context of Gleason grade heterogeneity, tumor multifocality, and biopsy undersampling. Eur Urol.

[26] Blume-Jensen P, Berman DM, Rimm DL, Shipitsin M, Putzi M, Nifong TP (2015). Development and clinical validation of an in situ biopsy-based multimarker assay for risk stratification in prostate cancer. Clin Cancer Res.

[27] Partin AW, Van Neste L, Klein EA, Marks LS, Gee JR, Troyer DA (2014). Clinical validation of an epigenetic assay to predict negative histopathological results in repeat prostate biopsies. J Urol.

[28] Kaffenberger SD, Barbieri CE (2016). Molecular subtyping of prostate cancer. Curr Opin Urol.

[29] Schoenborn JR, Nelson P, Fang M (2013). Genomic profiling defines subtypes of prostate cancer with the potential for therapeutic stratification. Clin Cancer Res.

[30] Demichelis F, Garraway LA, Rubin MA (2013). Molecular archeology: unearthing androgen-induced structural rearrangements in prostate cancer genomes. Cancer Cell.

[31] Lee D, Fontugne J, Gumpeni N, Park K, MacDonald TY, Robinson BD (2017). Molecular alterations in prostate cancer and association with MRI features. Prostate Cancer Prostatic Dis.

[32] Aea A (2015). The molecular taxonomy of primary prostate Cancer. Cell..

[33] Gorlov IP, Yang J-Y, Byun J, Logothetis C, Gorlova OY, Do K-A (2014). How to get the most from microarray data: advice from reverse genomics. BMC Genomics.

[34] Ross-Adams H, Lamb AD, Dunning MJ, Halim S, Lindberg J, Massie CM (2015). Integration of copy number and transcriptomics provides risk stratification in prostate cancer: a discovery and validation cohort study. EBioMedicine..

[35] Chen X, Corbin JM, Tipton GJ, Yang LV, Asch AS, Ruiz-Echevarria MJ (2014). The TMEFF2 tumor suppressor modulates integrin expression, RhoA activation and migration of prostate cancer cells. Biochim Biophys Acta.

[36] Chen X, Overcash R, Green T, Hoffman D, Asch AS, Ruiz-Echevarria MJ (2011). The tumor suppressor activity of the transmembrane protein with epidermal growth factor and two follistatin motifs 2 (TMEFF2) correlates with its ability to modulate sarcosine levels. J Biol Chem.

[37] Corbin JM, Overcash RF, Wren JD, Coburn A, Tipton GJ, Ezzell JA (2016). Analysis of TMEFF2 allografts and transgenic mouse models reveals roles in prostate regeneration and cancer. Prostate..

[38] Green T, Chen X, Ryan S, Asch AS, Ruiz-Echevarria MJ (2013). TMEFF2 and SARDH cooperate to modulate one-carbon metabolism and invasion of prostate cancer cells. Prostate..

[39] Afar DE, Bhaskar V, Ibsen E, Breinberg D, Henshall SM, Kench JG (2004). Preclinical validation of anti-TMEFF2-auristatin E-conjugated antibodies in the treatment of prostate cancer. Mol Cancer Ther.

[40] Glynne-Jones E, Harper ME, Seery LT, James R, Anglin I, Morgan HE (2001). TENB2, a proteoglycan identified in prostate cancer that is associated with disease progression and androgen independence. Int J Cancer.

[41] Lin K, Taylor JR, Wu TD, Gutierrez J, Elliott JM, Vernes J-M (2011). TMEFF2 is a PDGF-AA binding protein with methylation-associated gene silencing in multiple Cancer types including glioma. PLoS One.

[42] Rhodes DR, Yu J, Shanker K, Deshpande N, Varambally R, Ghosh D (2004). ONCOMINE: a cancer microarray database and integrated data-mining platform. Neoplasia (New York, NY).

[43] Varambally S, Yu J, Laxman B, Rhodes DR, Mehra R, Tomlins SA (2005). Integrative genomic and proteomic analysis of prostate cancer reveals signatures of metastatic progression. Cancer Cell.

[44] Vanaja DK, Cheville JC, Iturria SJ, Young CY (2003). Transcriptional silencing of zinc finger protein 185 identified by expression profiling is associated with prostate cancer progression. Cancer Res.

[45] Grasso CS, Wu YM, Robinson DR, Cao X, Dhanasekaran SM, Khan AP (2012). The mutational landscape of lethal castration-resistant prostate cancer. Nature..

[46] Taylor BS, Schultz N, Hieronymus H, Gopalan A, Xiao Y, Carver BS (2010). Integrative genomic profiling of human prostate cancer. Cancer Cell.

[47] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics..

[48] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol.

[49] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res..

[50] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[51] Cerami E, Gao J, Dogrusoz U, Gross BE, Sumer SO, Aksoy BA (2012). The cBio Cancer genomics portal: an open platform for exploring multidimensional Cancer genomics data. Cancer Discov.

[52] Gao J, Aksoy BA, Dogrusoz U, Dresdner G, Gross B, Sumer SO (2013). Integrative analysis of complex Cancer genomics and clinical profiles using the cBioPortal. Sci Signal.

[53] Szklarczyk D, Morris JH, Cook H, Kuhn M, Wyder S, Simonovic M (2017). The STRING database in 2017: quality-controlled protein-protein association networks, made broadly accessible. Nucleic Acids Res.

[54] Aguirre-Gamboa R, Gomez-Rueda H, Martínez-Ledesma E, Martínez-Torteya A, Chacolla-Huaringa R, Rodriguez-Barrientos A (2013). SurvExpress: an online biomarker validation tool and database for Cancer gene expression data using survival analysis. PLoS One.

[55] Stark R, Norder J. SigCheck: Check a gene signature's prognostic performance against random signatures, known signatures, and permuted data. 2016.

[56] Ramos-Montoya A, Lamb AD, Russell R, Carroll T, Jurmeister S, Galeano-Dalmau N (2014). HES6 drives a critical AR transcriptional programme to induce castration-resistant prostate cancer through activation of an E2F1-mediated cell cycle network. EMBO Mol Med.

[57] Irshad S, Bansal M, Castillo-Martin M, Zheng T, Aytes A, Wenske S (2013). A molecular signature predictive of indolent prostate Cancer. Sci Transl Med.

[58] Sharma Naomi L., Massie Charlie E., Ramos-Montoya Antonio, Zecchini Vincent, Scott Helen E., Lamb Alastair D., MacArthur Stewart, Stark Rory, Warren Anne Y., Mills Ian G., Neal David E. (2013). The Androgen Receptor Induces a Distinct Transcriptional Program in Castration-Resistant Prostate Cancer in Man. Cancer Cell.

[59] Venet D, Dumont JE, Detours V (2011). Most random gene expression signatures are significantly associated with breast Cancer outcome. PLoS Comput Biol.

[60] Armenia J, Wankowicz SAM, Liu D, Gao J, Kundra R, Reznik E, et al. The long tail of oncogenic drivers in prostate cancer. Nat Genet. 2018.10.1038/s41588-018-0078-zPMC610736729610475

[61] Paju A, Hotakainen K, Cao Y, Laurila T, Gadaleanu V, Hemminki A (2007). Increased expression of tumor-associated trypsin inhibitor, TATI, in prostate cancer and in androgen-independent 22Rv1 cells. Eur Urol.

[62] Stenman UH (2011). SPINK1: a new therapeutic target in cancer?. Clin Chem.

[63] Tomlins SA, Rhodes DR, Yu J, Varambally S, Mehra R, Perner S (2008). The role of SPINK1 in ETS rearrangement-negative prostate cancers. Cancer Cell.

[64] Flavin R, Pettersson A, Hendrickson WK, Fiorentino M, Finn S, Kunz L (2014). SPINK1 protein expression and prostate cancer progression. Clin Cancer Res.

[65] Ateeq B, Tomlins SA, Laxman B, Asangani IA, Cao Q, Cao X (2011). Therapeutic targeting of SPINK1-positive prostate cancer. Sci Transl Med.

# Supplementary material for: A TMEFF2-regulated cell cycle derived gene signature is prognostic of recurrence risk in prostate cancer
**Source:** BMC Cancer. 2019 May 6;19:423. doi: 10.1186/s12885-019-5592-6
**Supplement:** Supplementary file 1 — A TMEFF2-regulated cell cycle derived gene signature is prognostic of recurrence risk in prostate cancer. Figure S1. Expression of TMEFF2 protein in prostate cancer. Figure S2. Androgen-induction of nuclear genes is affected by TMEFF2 silencing. Figure S3. Selection of the TMEFF2 modulated cell cycle (TMCC11) gene subset. Figure S4. Effect of TMEFF2 silencing on cell cycle progression. Figure S5. The TMCC11 signature genes are highly expressed in metastatic prostate cancer and clinical CRPC. Figure S6. The genes in the TMCC11 signature are significantly co-expressed. Figure S7. Distribution of the TMCC11 signature score in patients from the different datasets used in this study. Figure S8. High expression of TMCC11 correlates with poor prognosis in the MSKCC dataset using the SurvExpress platform for analysis. Figure S9. High TMCC11 expression correlates with decreased disease-free survival in subsets of patients with high pathological or surgical Gleason score in the MSKCC dataset. Figure S10. High TMCC11 expression correlates with decreased disease-free survival in subsets of patients with high pathological or surgical Gleason score in the PRAD-TCGA dataset. Figure S11. TMCC11 stratifies patients presenting with low biopsy or pre-operative Gleason score. Supplementary Methods. Supplementary Discussion. Supplementary References. Table S1. List of the 100 most variable expressed genes in 5 different datasets. Table S2. Overview of clinical datasets used in this study with expression data. Table S3. Summary of Kaplan-Meier analysis for DFS of the individual 11 genes corresponding to the TMCC11 signature. Table S4. C-statistical analysis for time to BCR comparing the performance of TMCC11 alone or in combination with other clinical variables. Table S5. Performance of multiple oncogenic signatures on predicting relapse. Table S6. Comparison of the prognostic potential for relapse of multiple oncogenic signatures against random sets of genes. Table S7. Primers and TMEFF

SUPPLEMENTARY MATERIALS FOR:

A TMEFF2-REGULATED CELL CYCLE GENE SIGNATURE IS PROGNOSTIC OF RECURRENCE RISK IN PROSTATE CANCER

Georgescu et al.

This PDF file includes:

Supplementary Methods

Supplementary Discussion

Supplementary References

Supplementary Figures S1-S11

Supplementary Tables S1-S7

**SUPPLEMENTARY METHODS**

**Patient samples for TMEFF2 immunohistochemistry**

Radical prostatectomy histopathology records from the Department of Pathology at the University of Oklahoma Health Sciences Center (OUSHC) were retrospectively examined. De-identified, archived, PCa specimens from Oklahoma patients with localized and metastatic disease, collected between 2005 and 2015, were obtained (n=39). Only pathological T-score and Gleason score clinical data were evaluated. All the other clinical samples were from publically available datasets described below.

**Institutional Review Board Approval**

This study was approved by the institutional review board of the University of Oklahoma Health Sciences Center. The institutional review board issued an expedited review and waived the need for written consent for this study because only archival, de-identified materials were used.

**Histology and Immunohistochemistry**

Paraffin embedded prostate biopsies were selected and 5-μm sections were prepared for hematoxilin & eosin (H&E) staining and immunohistochemistry (IHC). IHC was performed according to manufacturer’s protocol using Leica Bond-III^TM^ Polymer Refine Detection system (DS 9800). Briefly, the slides with the sections were deparaffinized and rehydrated in an automated Multistainer (Leica ST5020, Leica Biosystems, Buffalo Grove, IL) and transferred to the Leica Bond-III^TM^ for antigen retrieval at 100°C (20-40 minutes). Endogenous peroxidase was blocked using peroxidase-blocking reagent, followed by incubation with the TMEFF2 antibody (Sigma; 1:150 dilution) for 60 minutes and then post-primary IgG-linker and/or Poly-HRP IgG reagents**.** For image analysis, the slides were scanned into digital images using an Aperio CS scanner (Leica Biosystems). Positive stain was quantified in the selected areas using the Aperio positive pixel count algorithm and areas of positive stain in each sample added together. A correlation between TMEFF2 positivity and pathological T-score was established.

**Cell Cycle analysis**

For cell cycle analysis, cells were synchronized by treatment with Aphidicolin (Sigma, Burlington, MA) at a final concentration of 2μg/ml for 24hours. Flow cytometric analysis was performed as described before (1) from cells released from the drug at the indicated timepoints, using a FACSCalibur device (BD Biosciences, San Jose, CA) and the ModFit LT V4.1.7 software.

**SUPPLEMENTARY DISCUSSION**

**Background:** Clinical progression to aggressive PCa and ultimately to CRPC, is the cause of death for most patients dying from this disease. In patients undergoing radical prostatectomy (RP), risk stratification guides the use of adjuvant therapy and follow-up. However, current clinicopathological variables provide limited prognostic information and, while not all the patients presenting with high grade tumors relapse after RP, some that do not present with adverse characteristics do (2-9). Therefore, adjuvant therapy subjects many patients to unnecessary treatment and the potential for side effects. Improvements to the prediction of the risk of recurrence after curative treatment are therefore necessary for disease management. A second major obstacle on the clinical management of PCa relates to overdiagnosis and overtreatment of patients with newly diagnosed disease. Many of these patients will present with indolent disease that could be managed by active surveillance, avoiding surgical treatment and potential complications derived from it (10-12).

Here we described the identification of an 11-gene prognostic signature (TMCC11) for PCa progression consisting of genes associated with cell-cycle and DNA damage response, and presented data suggesting that TMCC11 may provide relevant prognostic information in several clinical scenarios and have an impact not only on the decision of whether to provide adjuvant therapy after RP, but also on treatment management after a positive biopsy.

**TMEFF2, androgen receptor and cell cycle genes:** We hypothesized that heterogeneously expressed genes can expose unidentified molecular subclasses and may define prognostic signatures. To test this we selected *Tmeff2,* an androgen regulated gene (13, 14) and one of the top 100 transcripts with the highest levels of inter-tumor variability in primary PCa tissues (this study and (15)). Overexpression of TMEFF2 has been shown to inhibit proliferation of the AR negative PCa cell lines, DU145 and PC3, which do not express TMEFF2 (13). Likewise, our published data indicates that TMEFF2 functions as a tumor suppressor in PCa by inhibiting allograft growth and cell motility (1, 16-18). Consistent with this, here we report an inverse correlation between *TMEFF2* mRNA expression and high-grade localized prostate cancer as well as metastatic lesions. This also correlates with a report of loss of *Tmeff2* expression due to increased promoter methylation in metastatic PCa (19). Low *TMEFF2* expression significantly associated with shorter time to post-RP BCR, however the prognostic value of low *TMEFF2* mRNA levels was limited by sample size, and additional experiments are needed to characterize this role of TMEFF2. Interestingly, *TMEFF2* mRNA levels are increased in the lower grade primary tumors. This pattern of expression, high in primary and low in metastatic disease, has been reported for other androgen-regulated genes (20).

Importantly, we identified TMCC11 as a signature consisting of cell cycle genes that are upregulated in patients with low *TMEFF2* mRNA levels. In experiments with cell lines, TMEFF2 silencing promoted increased androgen response of these genes, indicating AR involvement in this effect. The role of the AR in controlling cell-cycle progression is well documented and complex. It regulates gene networks that are retained throughout the cycle, as well as some that are specific for a cell cycle phase (21), and reciprocally, several elements of the cell cycle machinery modulate AR activity, contributing to the cell cycle phase specific function of the AR (21-25). The results presented here also point to a role of TMEFF2 in modulating AR activity and ultimately the expression of cell cycle genes. Most of the genes from the TMCC11 signature are shown to be upregulated on the S and/or G2-M phases of the cell cycle and correspond to genes expressed in aggressive forms of the disease (26, 27). The effect of TMEFF2 on AR could therefore contribute to its tumor suppressor function. 

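Genes of the unfolded protein response of the endoplasmic reticulum (ER) and of lipid metabolism were examined in the RNA-seq libraries of LNCaP cells as lists of 24 and 25 genes written down in advance, of which 24 of each passed the filter on low counts. For the unfolded protein response, the median log2 fold change with DHT was 0.65 in sh_scramble, where 19 genes were higher and 2 lower with an adjusted p of at most 0.05 (edgeR). In sh_TMEFF2 the median was −0.02, with 12 genes on each side of 0 and 2 lower after adjustment, and its sign changed in 3 of the 12 fits that left out 1 library. The response was smaller in sh_TMEFF2 for 23 of the 24 genes, 15 of them with an adjusted p of at most 0.05 for the difference and 17 adjusted over the list alone, and the median difference was −0.62 (camera, adjusted p = 3.4e-14; fry, adjusted p = 0.0046; estimated correlation, adjusted p = 0.095). With DHT, 21 of the genes were lower and 3 higher in sh_TMEFF2 than in sh_scramble, 17 and 1 of them with an adjusted p of at most 0.05, and the median was −0.76. For lipid metabolism, the median log2 fold change with DHT was 0.97 in sh_scramble, with 21 genes higher after adjustment, and 0.40 in sh_TMEFF2, with 14. The median difference was −0.59, with 23 of the 24 responses smaller in sh_TMEFF2, 13 of them after adjustment and 18 adjusted over the list alone (camera, adjusted p = 7.0e-18; fry, adjusted p = 0.0025; estimated correlation, adjusted p = 0.090). With DHT all 24 genes were lower in sh_TMEFF2, 19 of them with an adjusted p of at most 0.05, and the median was −0.68. Without DHT the medians of both lists lay near 0, at −0.10 and −0.07 (camera, adjusted p = 0.090 and 0.051), with 19 genes of each list lower in sh_TMEFF2. At similar medians both lists passed the threshold with the replicate number as a block (camera, adjusted p = 0.045 and 0.0060). They also passed it with only the 6 libraries of the comparison (camera, adjusted p = 0.017 and 0.032). Over all 15419 genes, 467 were higher and 577 lower in sh_TMEFF2 than in sh_scramble with DHT, and 46 were higher and 42 lower without DHT, at limits of a 1.5-fold change and an adjusted p of 0.05. The counts without DHT varied most with the processing, with 97 higher and 83 lower under DESeq2, and 13 of the 46 higher genes were called when only the first column of each library was used, a setting chosen after seeing the data. The DHT response itself differed between the lines for 761 genes, and for 465 without sh_scramble −DHT replicate 2.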

Besides cell cycle, other major pathways affected by TMEFF2 silencing (with respect to the number of functionally related genes affected) are associated with ER-unfolded protein response and lipid metabolism, pathways that are also affected by AR function and have important roles in PCa. Finally, our unpublished data indicates that androgen induction of some AR-modulated genes important for metastases (i.e. NRDG1) are affected by TMEFF2 silencing, suggesting that TMEFF2 may also modulate other AR-responsive genes with roles in epithelial-to-mesenchymal transition (EMT), migration and metastatic processes, and in this way play a role in the clinical progression in PCa.

**SUPPLEMENTARY REFERENCES (for supplementary discussion only)**

1. Chen X, Overcash R, Green T, Hoffman D, Asch AS, Ruiz-Echevarria MJ. The tumor suppressor activity of the transmembrane protein with epidermal growth factor and two follistatin motifs 2 (TMEFF2) correlates with its ability to modulate sarcosine levels. J Biol Chem. 2011;286(18):16091-100.

2. Roehl KA, Han M, Ramos CG, Antenor JA, Catalona WJ. Cancer progression and survival rates following anatomical radical retropubic prostatectomy in 3,478 consecutive patients: long-term results. The Journal of urology. 2004;172(3):910-4.

3. Freedland SJ, Humphreys EB, Mangold LA, Eisenberger M, Dorey FJ, Walsh PC, et al. Risk of prostate cancer-specific mortality following biochemical recurrence after radical prostatectomy. Jama. 2005;294(4):433-9.

4. Antonarakis ES, Feng Z, Trock BJ, Humphreys EB, Carducci MA, Partin AW, et al. The natural history of metastatic progression in men with prostate-specific antigen recurrence after radical prostatectomy: long-term follow-up. BJU international. 2012;109(1):32-9.

5. Paller CJ, Antonarakis ES. Management of Biochemically Recurrent Prostate Cancer After Local Therapy: Evolving Standards of Care and New Directions. Clinical advances in hematology & oncology : H&O. 2013;11(1):14-23.

6. Amling CL, Blute ML, Bergstralh EJ, Seay TM, Slezak J, Zincke H. Long-term hazard of progression after radical prostatectomy for clinically localized prostate cancer: continued risk of biochemical failure after 5 years. The Journal of urology. 2000;164(1):101-5.

7. Han M, Partin AW, Pound CR, Epstein JI, Walsh PC. Long-term biochemical disease-free and cancer-specific survival following anatomic radical retropubic prostatectomy. The 15-year Johns Hopkins experience. The Urologic clinics of North America. 2001;28(3):555-65.

8. Hull GW, Rabbani F, Abbas F, Wheeler TM, Kattan MW, Scardino PT. Cancer control with radical prostatectomy alone in 1,000 consecutive patients. The Journal of urology. 2002;167(2 Pt 1):528-34.

9. Psutka SP, Feldman AS, Rodin D, Olumi AF, Wu CL, McDougal WS. Men with organ-confined prostate cancer and positive surgical margins develop biochemical failure at a similar rate to men with extracapsular extension. Urology. 2011;78(1):121-5.

10. Loeb S, Bjurlin M, Nicholson J, Tammela TL, Penson D, Carter HB, et al. Overdiagnosis and Overtreatment of Prostate Cancer. European urology. 2014;65(6):1046-55.

11. Draisma G, Etzioni R, Tsodikov A, Mariotto A, Wever E, Gulati R, et al. Lead time and overdiagnosis in prostate-specific antigen screening: importance of methods and context. J Natl Cancer Inst. 2009;101(6):374-83.

12. Klotz L. Prostate cancer overdiagnosis and overtreatment. Current opinion in endocrinology, diabetes, and obesity. 2013;20(3):204-9.

13. Gery S, Sawyers CL, Agus DB, Said JW, Koeffler HP. TMEFF2 is an androgen-regulated gene exhibiting antiproliferative effects in prostate cancer cells. Oncogene. 2002;21(31):4739-46.

14. Overcash RF, Chappell VA, Green T, Geyer CB, Asch AS, Ruiz-Echevarría MJ. Androgen Signaling Promotes Translation of TMEFF2 in Prostate Cancer Cells via Phosphorylation of the α Subunit of the Translation Initiation Factor 2. PloS one. 2013;8(2):e55257.

15. Ross-Adams H, Lamb AD, Dunning MJ, Halim S, Lindberg J, Massie CM, et al. Integration of copy number and transcriptomics provides risk stratification in prostate cancer: A discovery and validation cohort study. EBioMedicine. 2015;2(9):1133-44.

16. Chen X, Corbin JM, Tipton GJ, Yang LV, Asch AS, Ruiz-Echevarria MJ. The TMEFF2 tumor suppressor modulates integrin expression, RhoA activation and migration of prostate cancer cells. Biochim Biophys Acta. 2014;1843(6):1216-24.

17. Corbin JM, Overcash RF, Wren JD, Coburn A, Tipton GJ, Ezzell JA, et al. Analysis of TMEFF2 allografts and transgenic mouse models reveals roles in prostate regeneration and cancer. Prostate. 2016;76(1):97-113.

18. Green T, Chen X, Ryan S, Asch AS, Ruiz-Echevarria MJ. TMEFF2 and SARDH cooperate to modulate one-carbon metabolism and invasion of prostate cancer cells. Prostate. 2013;73(14):1561-75.

19. Kim JH, Dhanasekaran SM, Prensner JR, Cao X, Robinson D, Kalyana-Sundaram S, et al. Deep sequencing reveals distinct patterns of DNA methylation in prostate cancer. Genome research. 2011;21(7):1028-41.

20. Fournier Pierrick GJ, Juárez P, Jiang G, Clines Gregory A, Niewolna M, Kim Hun S, et al. The TGF-&#x3b2; Signaling Regulator PMEPA1 Suppresses Prostate Cancer Metastases to Bone. Cancer cell.27(6):809-21.

21. McNair C, Urbanucci A, Comstock CES, Augello MA, Goodwin JF, Launchbury R, et al. Cell-cycle coupled expansion of AR activity promotes cancer progression. Oncogene. 2017;36(12):1655-68.

22. Xu Y, Chen SY, Ross KN, Balk SP. Androgens induce prostate cancer cell proliferation through mammalian target of rapamycin activation and post-transcriptional increases in cyclin D proteins. Cancer research. 2006;66(15):7783-92.

23. Balk SP, Knudsen KE. AR, the cell cycle, and prostate cancer. Nuclear Receptor Signaling. 2008;6:e001.

24. Sivanandam A, Murthy S, Kim SH, Barrack ER, Veer Reddy GP. Role of androgen receptor in prostate cancer cell cycle regulation: interaction with cell cycle regulatory proteins and enzymes of DNA synthesis. Current protein & peptide science. 2010;11(6):451-8.

25. Koryakina Y, Knudsen KE, Gioeli D. Cell-cycle-dependent regulation of androgen receptor function. Endocrine-Related Cancer. 2015;22(2):249-64.

26. You S, Knudsen BS, Erho N, Alshalalfa M, Takhar M, Al-Deen Ashab H, et al. Integrated Classification of Prostate Cancer Reveals a Novel Luminal Subtype with Poor Outcome. Cancer research. 2016;76(17):4948-58.

27. Beltran H, Rickman DS, Park K, Chae SS, Sboner A, MacDonald TY, et al. Molecular characterization of neuroendocrine prostate cancer and identification of new drug targets. Cancer Discov. 2011;1(6):487-95.

**SUPPLEMENTARY FIGURES**

A
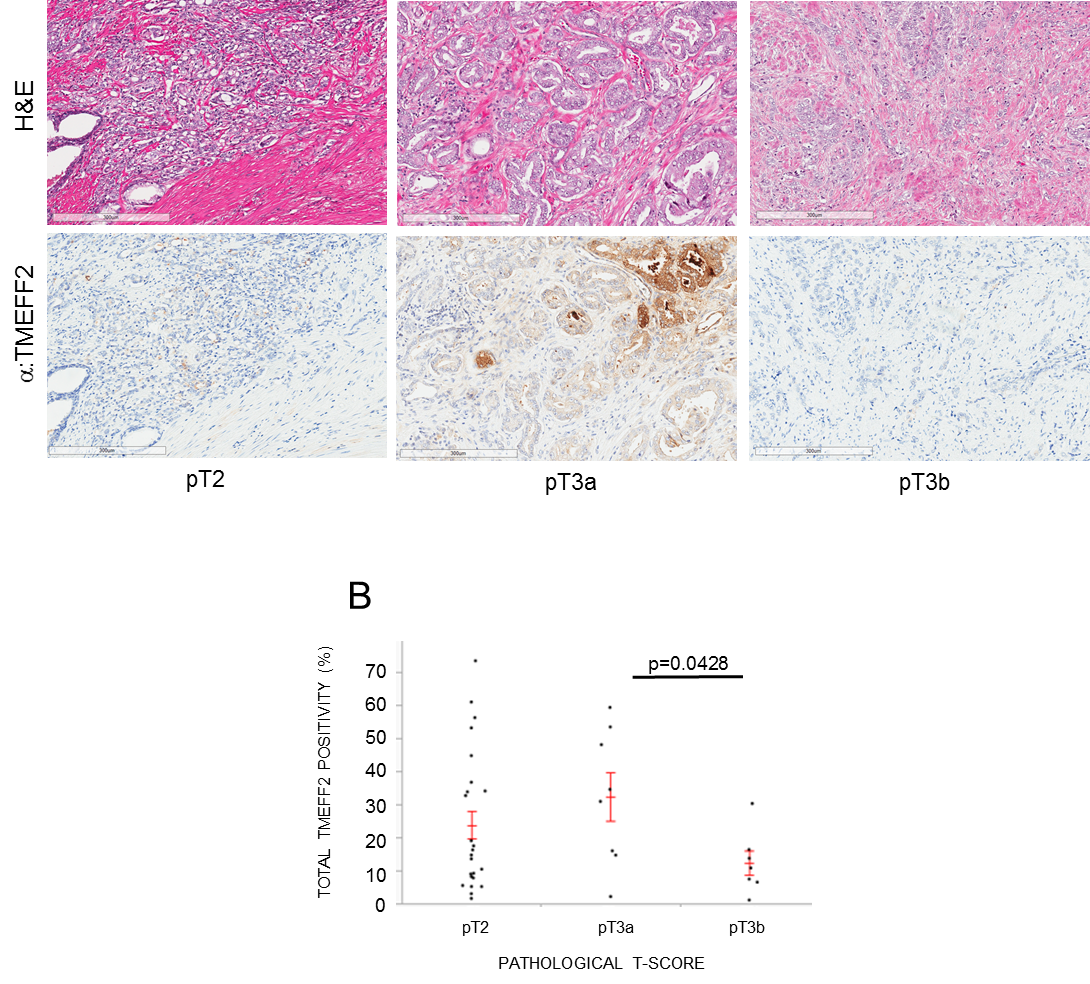

**Figure S1. Expression of TMEFF2 protein in prostate cancer S1A)** H&E and TMEFF2 immunohistochemistry in patient samples from Oklahoma University (OU). Within prostate specimens, TMEFF2 expression is focal, restricted to epithelial luminal cells and its cellular distribution indicates that it is mainly membranous and/or cytoplasmic. Representative examples of samples with distinct Gleason patterns and pathological scores were selected. **S1B)** Quantification of TMEFF2 staining in OU samples of different pathological T score. Statistical analysis was done using a Wilcoxon multiple comparison test.

**
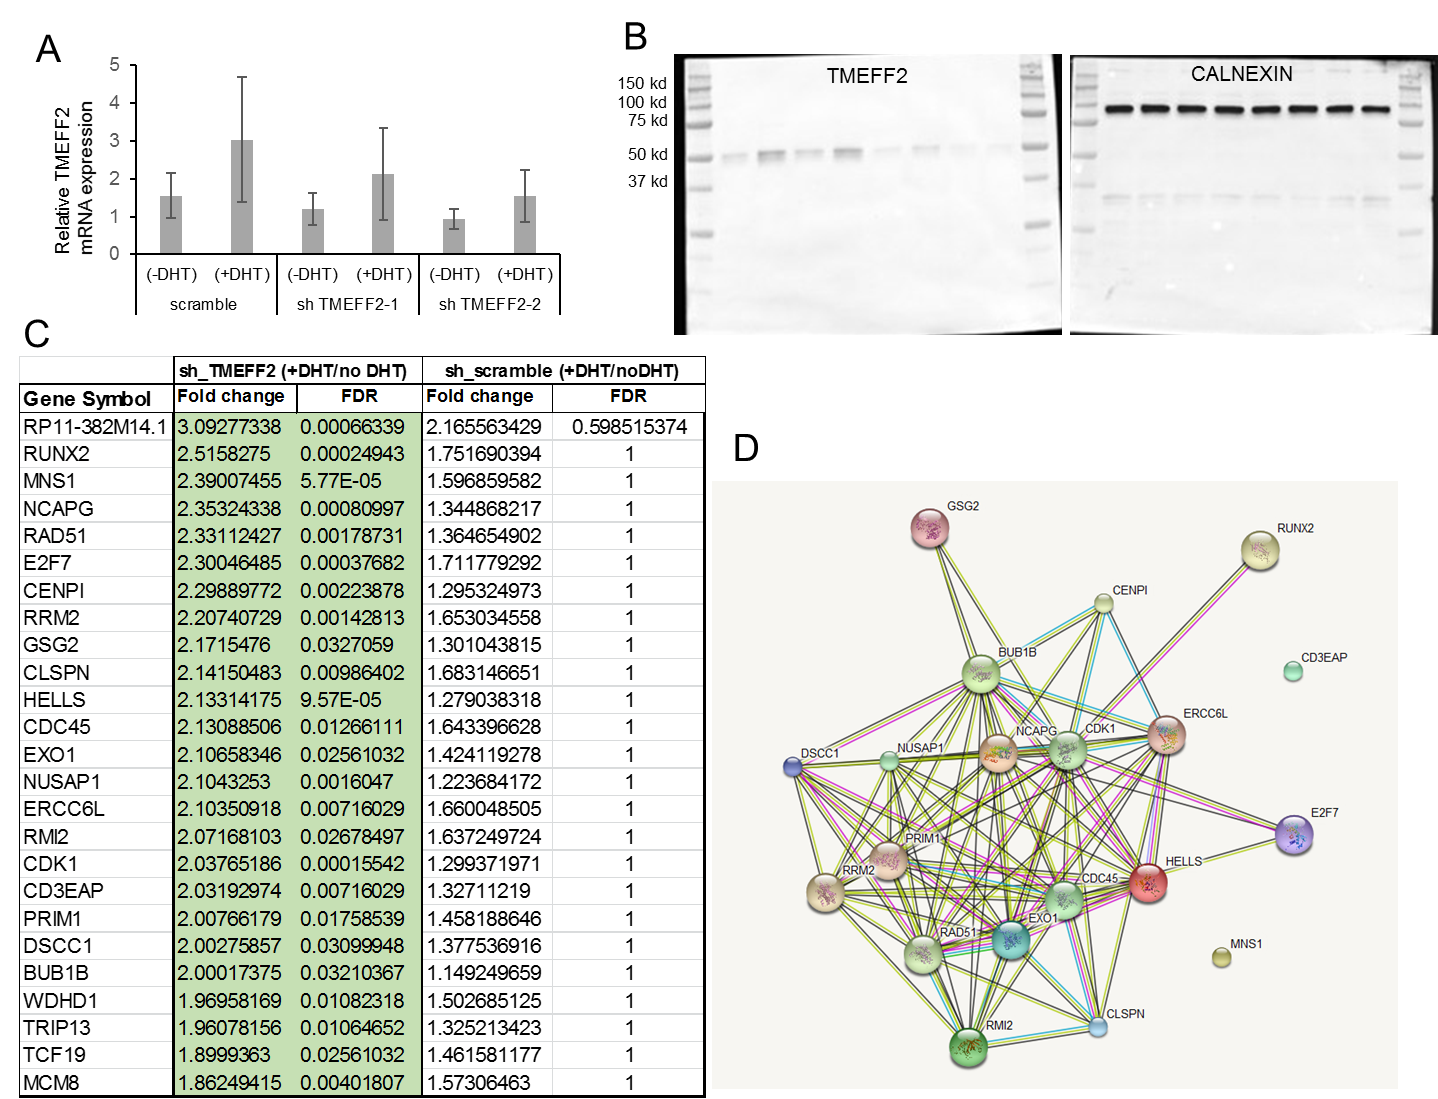
**

**Figure S2. Androgen-induction of nuclear genes is affected by TMEFF2 silencing. S2A)** *TMEFF2* mRNA levels in LNCaP cells transduced with the TMEFF2 silencing shRNAs or the scramble control and grown in the presence or absence of DHT. Note that *Tmeff2* is an androgen regulated gene. **S2B)** Western Blot analysis to determine knockdown of TMEFF2 in LNCaP cells using three different *TMEFF2* targeted shRNAs. Full blots are shown. **S2C)** RNA-seq data showing increased androgen induction of cell cycle related genes in LNCaP cells in which *TMEFF2* has been silenced thru shRNA (sh_TMEFF2) when compared to the cells expressing sh_scramble control. **S2D)** Molecular network analysis of the genes identified as differentially modulated by androgens in *TMEFF2* knock down cells (using the STRING database).

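Levels of the 5 genes of Figure S2C whose response to DHT differed between the lines are given here as CPM, mean ± SD over 3 libraries. HELLS, on chromosome 10 from 94545329 to 94613905 of GRCh38, went from 23.8 ± 2.58 without DHT to 30.8 ± 2.64 with DHT in sh_scramble, and from 23.9 ± 1.71 to 52.1 ± 5.35 in sh_TMEFF2. Another annotated gene, without a symbol, overlaps HELLS on the same strand. CDK1, on chromosome 10 from 60778331 to 60794852, went from 174 ± 14.5 to 229 ± 36.4 in sh_scramble and from 167 ± 22.7 to 347 ± 25.0 in sh_TMEFF2. BUB1B, on chromosome 15 from 40161023 to 40221123, went from 73.3 ± 6.47 to 85.1 ± 11.6 and from 64.7 ± 13.5 to 133 ± 14.3, and PAK6 overlaps it on the same strand. CENPI, on chromosome X from 101098188 to 101166126, went from 15.9 ± 1.97 to 21.0 ± 4.35 and from 13.0 ± 2.09 to 31.6 ± 2.87. NUSAP1, on chromosome 15 from 41320794 to 41381050, went from 104 ± 12.4 to 129 ± 18.5 and from 88.8 ± 13.6 to 192 ± 32.2, and OIP5-AS1 overlaps it on the same strand. All 5 are annotated as protein-coding genes. Without DHT, edgeR's adjusted p for the difference between the lines ran from 0.48 (CENPI) to 0.98 (HELLS).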

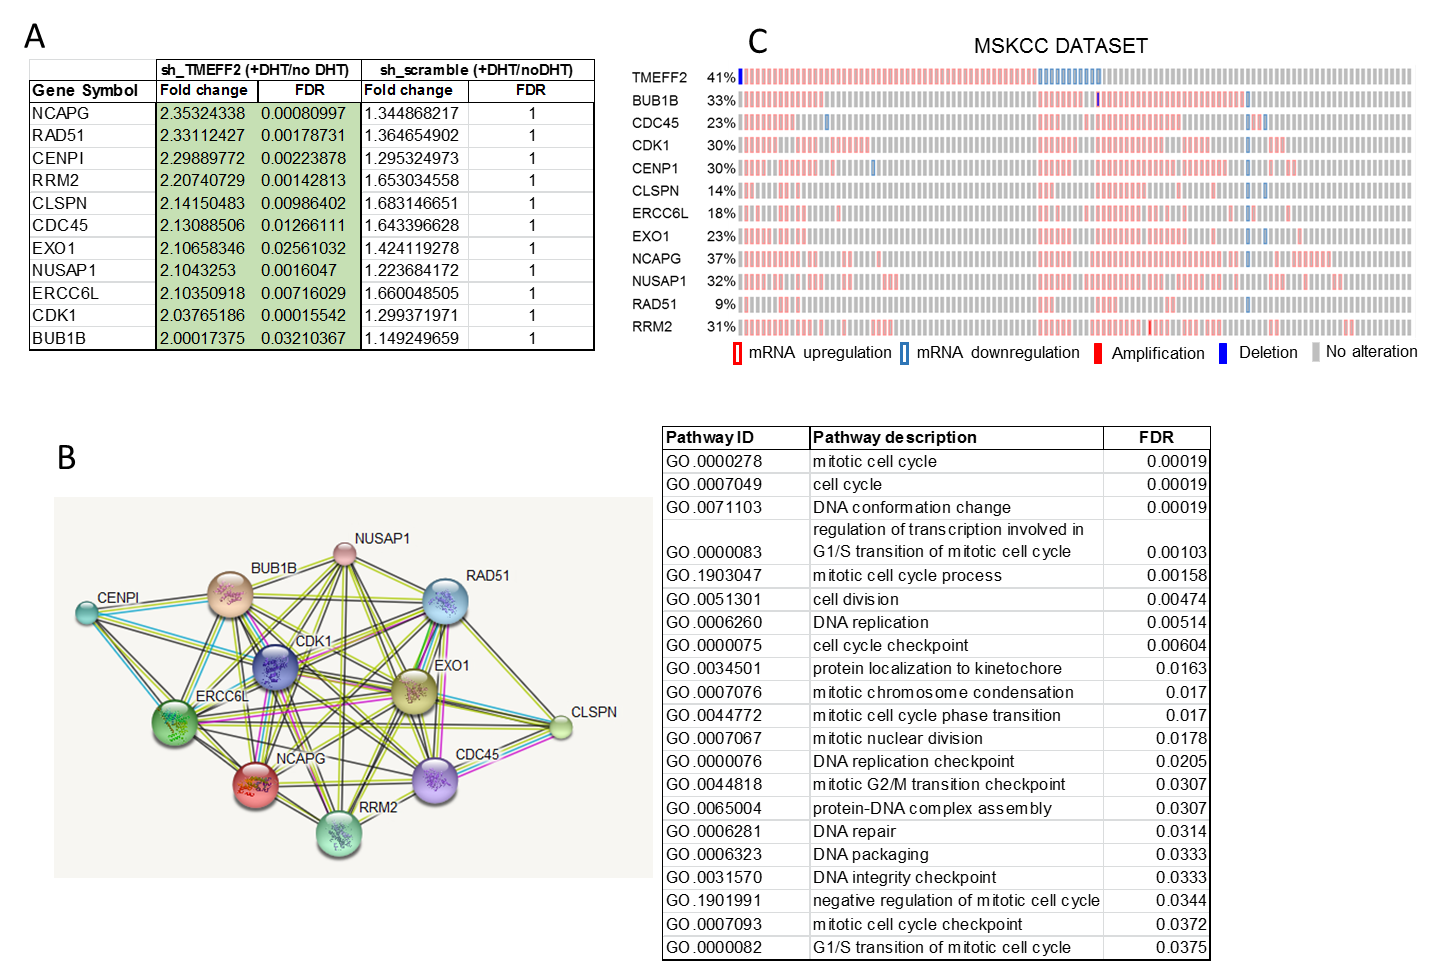

**Figure S3. Selection of the TMEFF2 modulated cell cycle (TMCC11) gene subset. S3A)** the table shows the 11 genes selected as the TMCC11 signature and the fold change in response to DHT treatment in LNCaP expressing the sh_TMEFF2 RNA or the scramble control. **S3B)** Network and enrichment analysis of the TMCC11 signature genes (using the STRING database). **S3C)** Oncoprint of the TMCC11 signature. Data for *TMEFF2* and the 11 mRNAs included in the TMCC11 signature were extracted from MSKCC Prostate project through cBioPortal using a Z-score threshold of ± 1.6 as compared with normal prostate samples, and presented as an OncoPrint (for clarity, most cases without alterations have not been included in the graph). Only tumor samples with mRNA data were selected (n=150). The samples are displayed in columns and arranged to emphasize common changes among the TMCC11 genes, as well as the inverse correlation with low *TMEFF2* expression samples. The alteration percentage for each gene is included left of the oncoprint. Of note, most changes observed in all the genes correspond to mRNA upregulation.

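The 11 genes of TMCC11 were all higher with DHT in both lines. The median log2 fold change was 1.15 in sh_TMEFF2 and 0.50 in sh_scramble, where 6 of the 11 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between the responses was above 0 for all 11, with a median of 0.65. It had an adjusted p of at most 0.05 (edgeR) for 4 genes over all genes tested and for 7 adjusted over the list alone. The signature was selected on these libraries, so these values and the tests below of its larger response in sh_TMEFF2 are not independent evidence. As a set the signature responded more in sh_TMEFF2 (camera, adjusted p = 2.7e-07; fry, adjusted p = 0.042), but not under an estimated correlation (adjusted p = 0.222). The mean log2 CPM of the 11 genes per library was 5.18 ± 0.17 (SD, n = 3) in sh_scramble −DHT, 5.72 ± 0.21 in sh_scramble +DHT, 5.05 ± 0.26 in sh_TMEFF2 −DHT and 6.22 ± 0.17 in sh_TMEFF2 +DHT. With DHT every sh_TMEFF2 library, at 6.05, 6.22 and 6.40, lay above every sh_scramble library, at 5.51, 5.93 and 5.72 (difference 0.51, two-sided exact permutation test, p = 0.1). The increase with DHT was 1.18 in sh_TMEFF2 and 0.54 in sh_scramble (p = 0.1 for each, two-sided exact permutation tests). A p of 0.1 is the smallest that 3 libraries against 3 allow. Without DHT the lines were not told apart (difference −0.14, two-sided exact permutation test, p = 0.6). The increase was larger in sh_TMEFF2 by 0.64, which gave p = 0.045 when the shRNA labels were permuted within each DHT level (two-sided exact test, 400 regroupings, smallest possible p 0.005). Leaving out 1 library at a time gave differences between 0.54 and 0.79 with exact p-values from 0.01 to 0.075, and in 8 of those 12 fits the p was above 0.05. These tests did not pair libraries by replicate number.

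**Figure D5:**
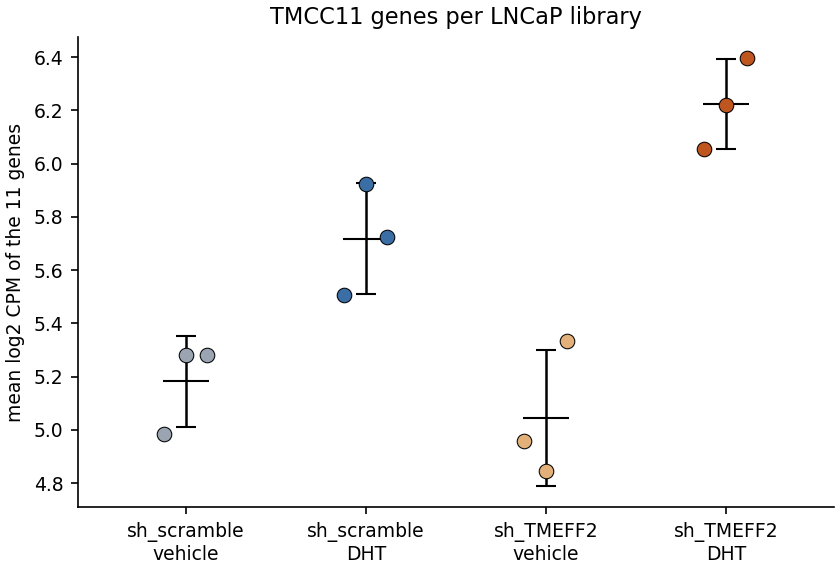
Mean log2 CPM (prior count 2) of the 11 TMCC11 genes in each library, by group, with points for the 3 libraries and bars for the mean ± SD. The libraries of sh_TMEFF2 +DHT lie between 6.05 and 6.40, above those of the other 3 groups.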

**
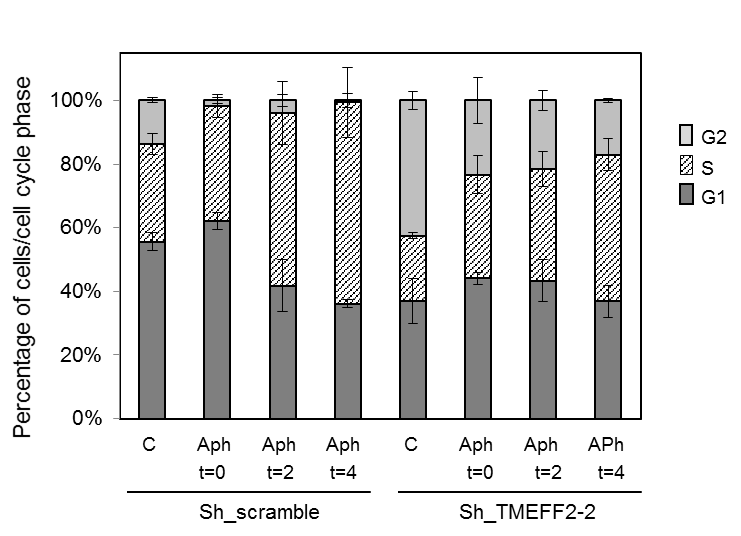
**

**Figure S4. Effect of TMEFF2 silencing on cell cycle progression.** Cell cycle analysis of 22Rv1 cells transduced with scramble control or TMEFF2-2 silencing shRNAs. The percentage of cells in each phase of the cycle under the specific treatments is indicated in the Y- axis. C=control (DMSO), Aph=cells treated with aphidicolin (2 μg/ml), and released from treatment for the indicated amount of time (t; in hours).

**
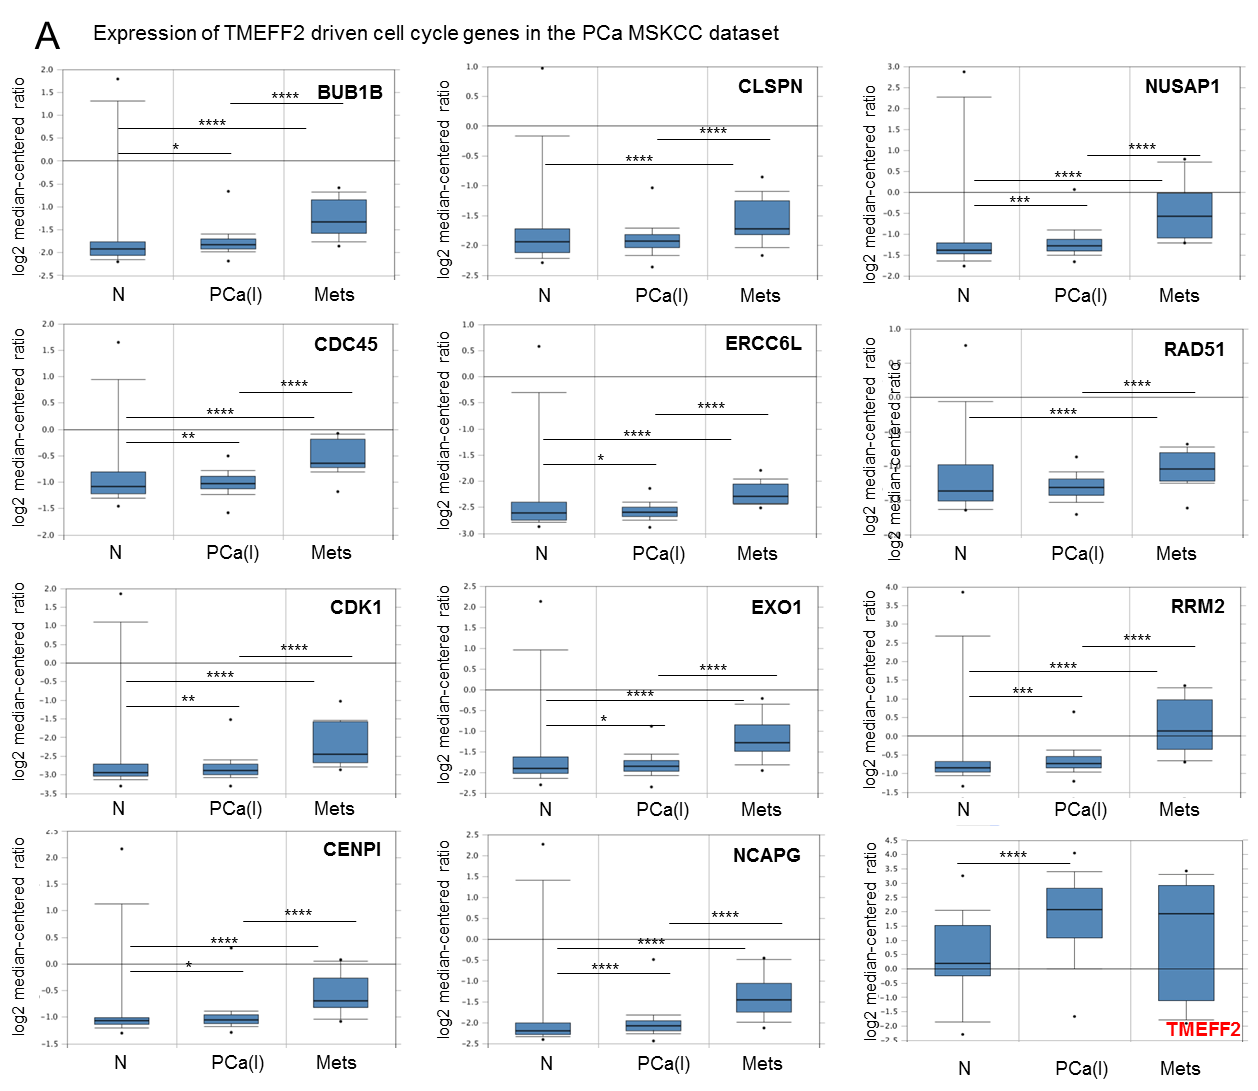
**

**Figure S5A. The TMCC11 signature genes are highly expressed in metastatic prostate cancer.** Expression levels of the individual TMCC11 genes in benign, localized and metastatic prostate samples from patients from the PCa MSKCC dataset. N: normal, PCa(l): localized PCa, Mets: Metastatic PCa. Expression levels are presented as boxplots and statistical analysis was done using a Wilcoxon multiple comparison test. Data obtained from the Oncomine database.

**
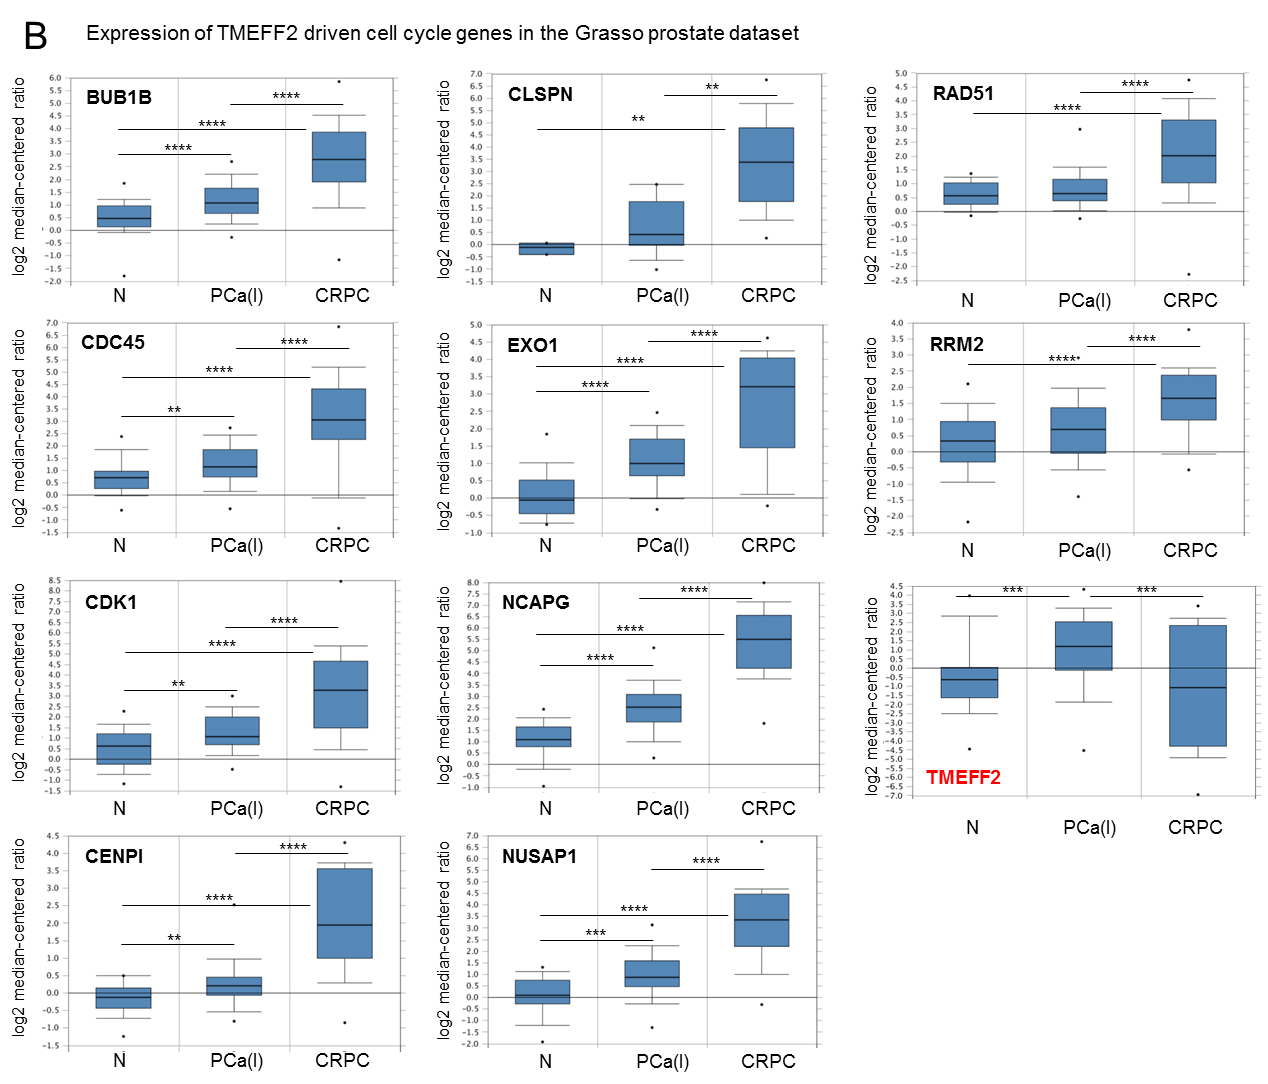
**

**Figure S5B. The TMCC11 signature genes are highly expressed in clinical CRPC.** Expression levels of the individual TMCC11 genes in benign, localized and metastatic CRPC prostate samples from patients from the PCa Grasso dataset (note that no probe is present for the ERCC6L in this dataset). N: normal, PCa(l): localized PCa, CRPC: Castration resistant PCa. Expression levels are presented as boxplots and statistical analysis was done using a Wilcoxon multiple comparison test. Data obtained from the Oncomine database.

**
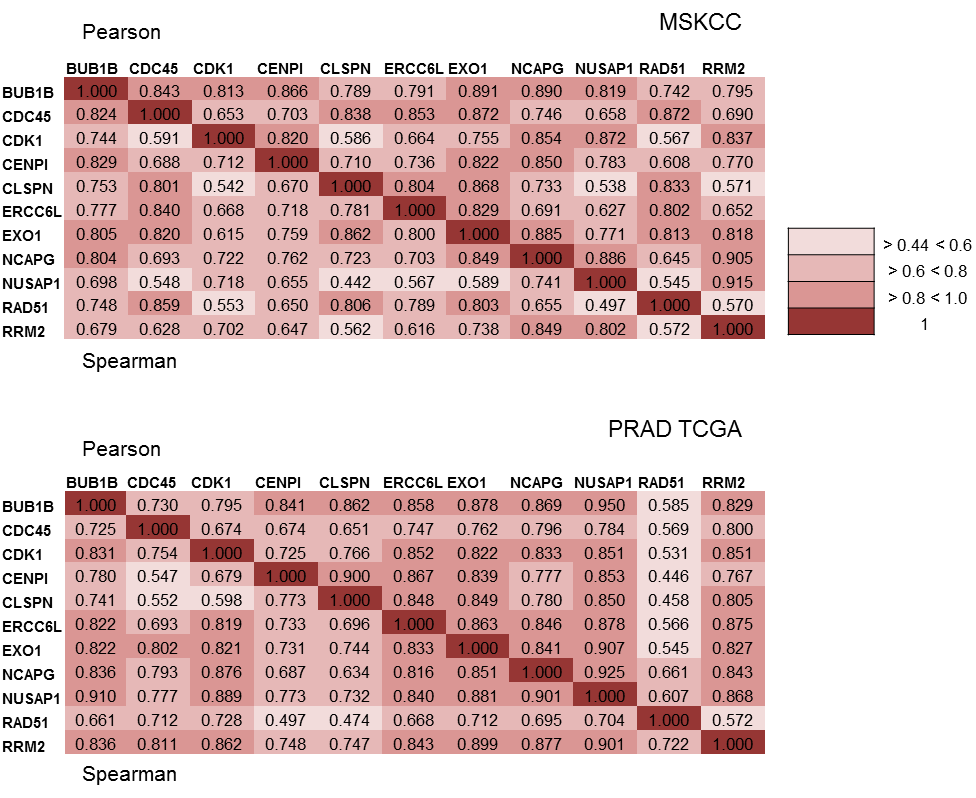
**

**Figure S6. The genes in the TMCC11 signature are significantly co-expressed.** Pearson and Spearman co-expression correlation coefficients are provided for pairwise associations on the levels of the different TMCC11 mRNAs in the PCa MSKCC **(A)** and the PRAD TCGA datasets **(B)**. Association between the expression of the TMCC11 genes was assessed through the cBioportal software using co-expression analysis.

**
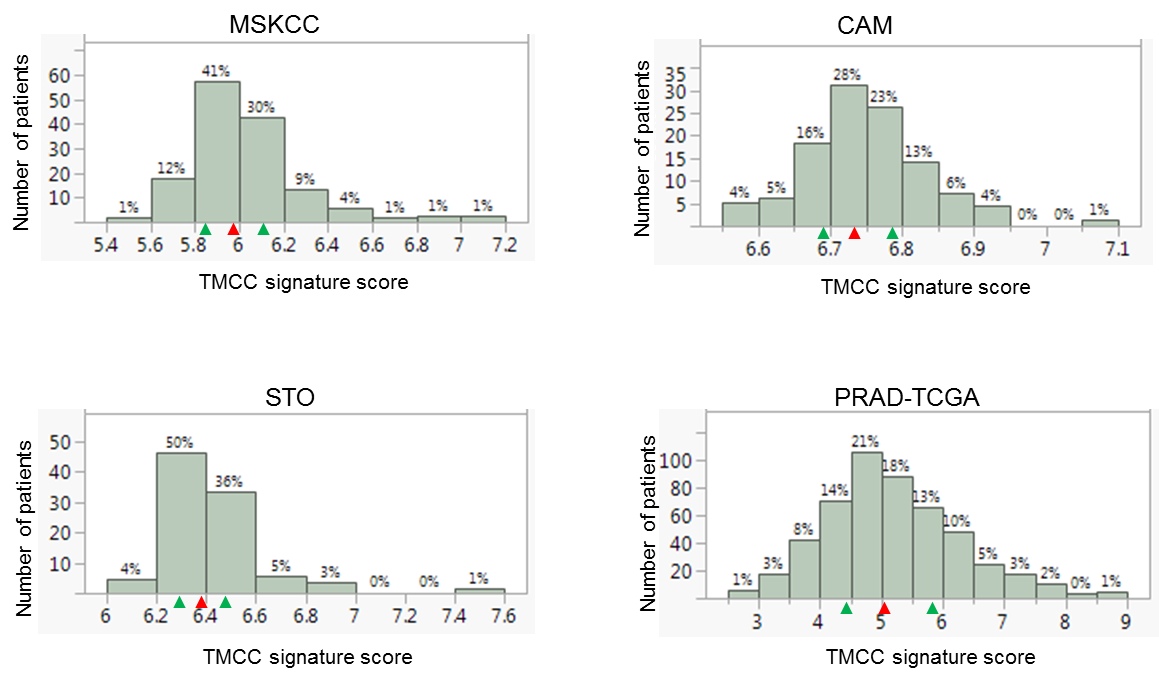
**

**Figure S7. Distribution of the TMCC11 signature score in patients from the different datasets used in this study.** Median (red arrowhead) and quartiles (green arrowheads) are marked.

**
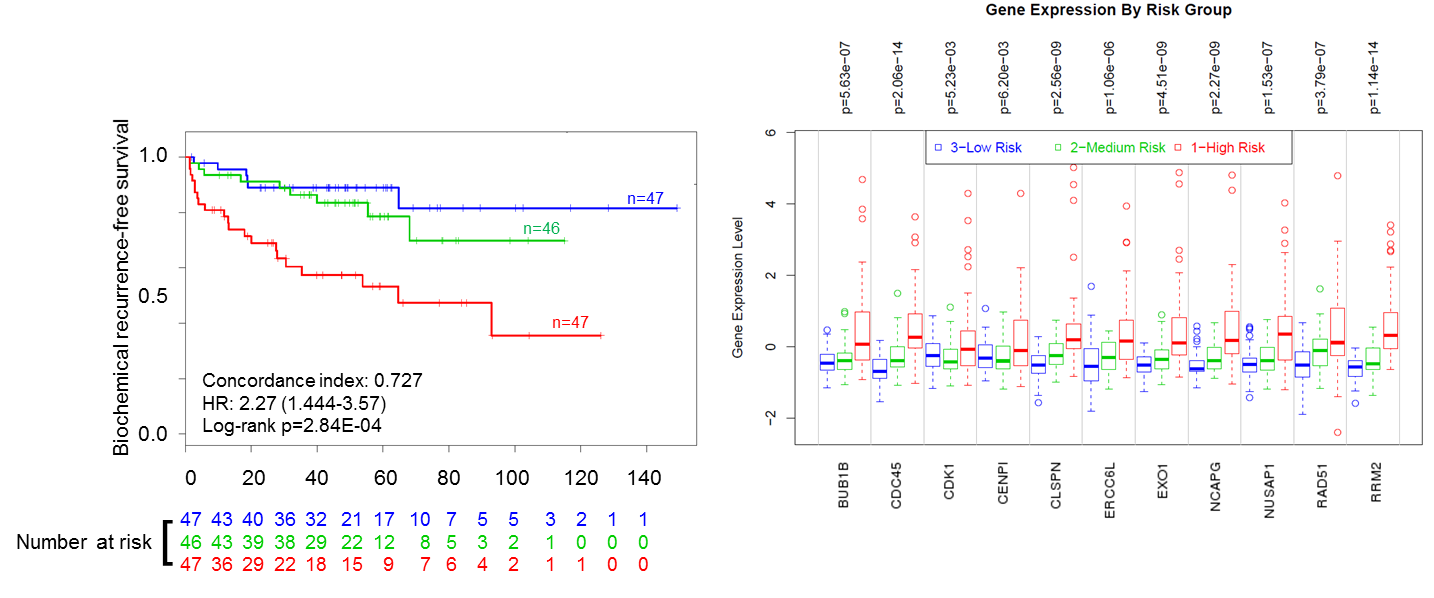
**

**Figure S8. High expression of TMCC11 correlates with poor prognosis in the MSKCC dataset using the SurvExpress platform for analysis. Left)** Kaplan-Meier survival curves of the MSKCC prostate dataset stratified by risk groups (3 groups of the same size) and censored by biochemical recurrence. CI, Concordance Index; HR, Risk Group Hazard Ratio. **Right)** TMCC11 expression levels stratified by risk groups indicates that high risk of BCR correlates with high expression of the TMCC11 genes. Red, high expression; Green, median expression; Blue, low expression.

**
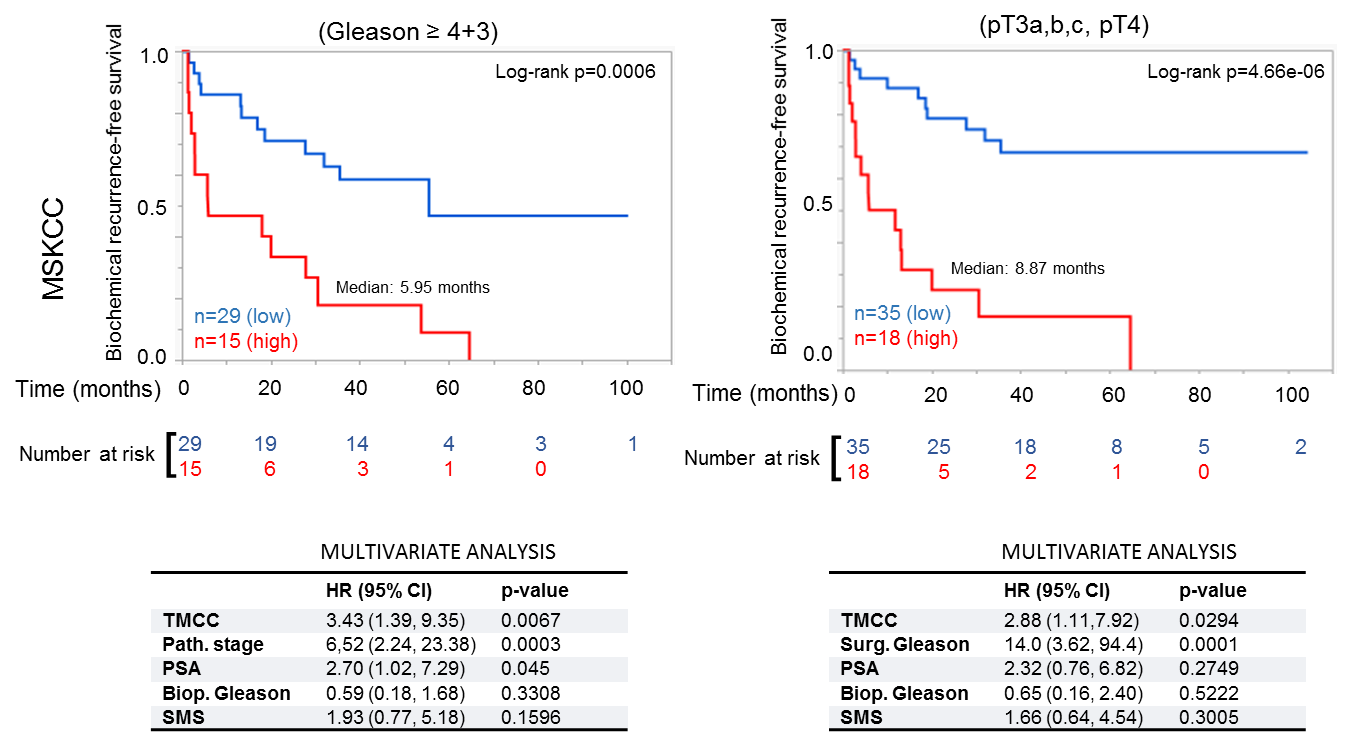
**

**Figure S9. High TMCC11 expression correlates with decreased disease-free survival in subsets of patients with high pathological or surgical Gleason score in the MSKCC dataset.** Kaplan-Meier curves for TMCC11 for BCR endpoint using only samples with high gleason score (≥ 4+3; left panels) or high pathological stage (≥pT3a; right panels). The upper tertile of the TMCC11 was used as the cut point. Red indicates the high TMCC11 group. Tables show multivariate Cox regression analysis of BCR in the same sets of samples. Gleason – High (≥4+3): Low (≤3+4); PSA – High (≥10):Low(<10); Path Stage –High(≥T3):Low(≤T2); Positive surgical margins -Y:N; Extracapsular extension (ECE) – Y:N.

**
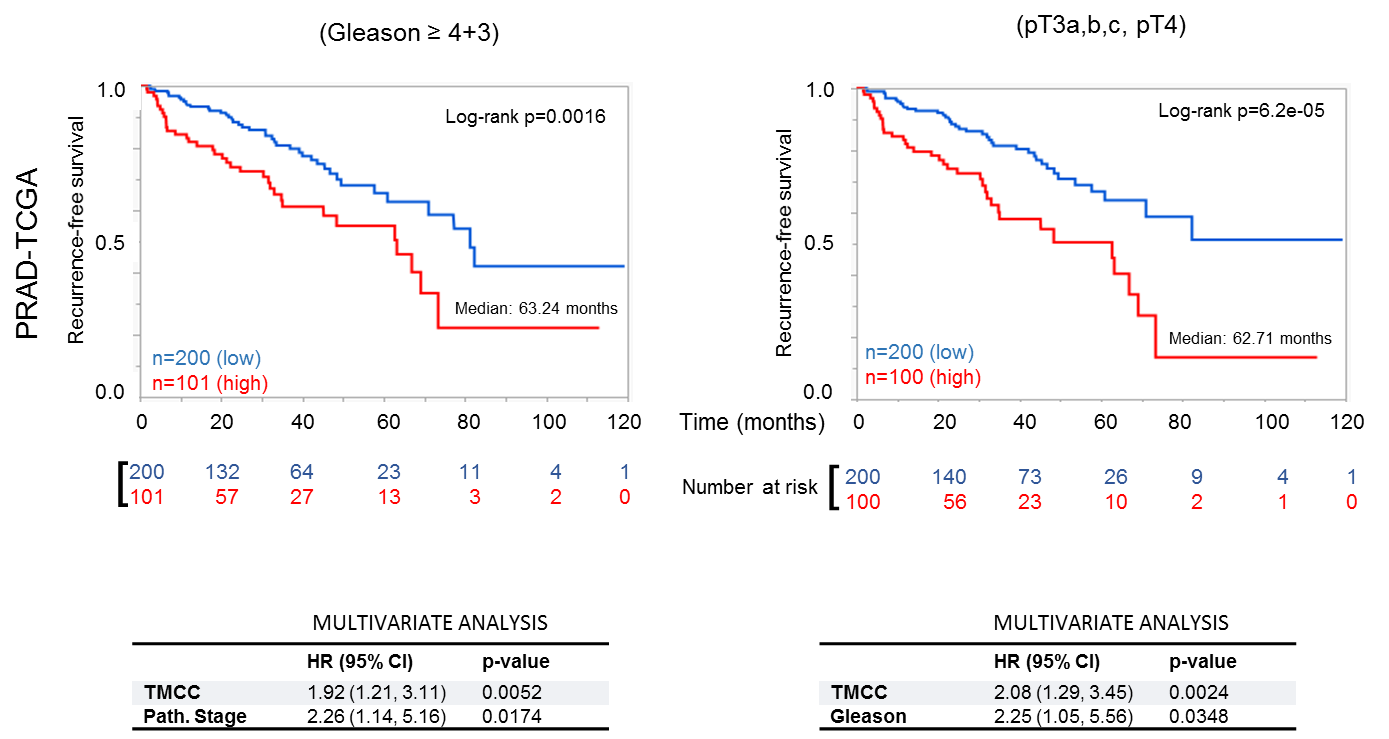
**

**Figure S10. High TMCC11 expression correlates with decreased disease-free survival in subsets of patients with high pathological or surgical Gleason score in the PRAD-TCGA dataset.** Kaplan-Meier curves for TMCC11 for disease recurrence using only samples with high gleason score (≥ 4+3; left panels) or high pathological stage (≥pT3a; right panels). The upper tertile of the TMCC11 was used as the cut point. Red indicates the high TMCC11 group. Tables show multivariate Cox regression analysis of recurrence in the same sets of samples. Gleason – High (≥4+3): Low (≤3+4); PSA – High (≥10):Low(<10); Path Stage –High(≥T3):Low(≤T2); Positive surgical margins -Y:N; Extracapsular extension (ECE) – Y:N.

**
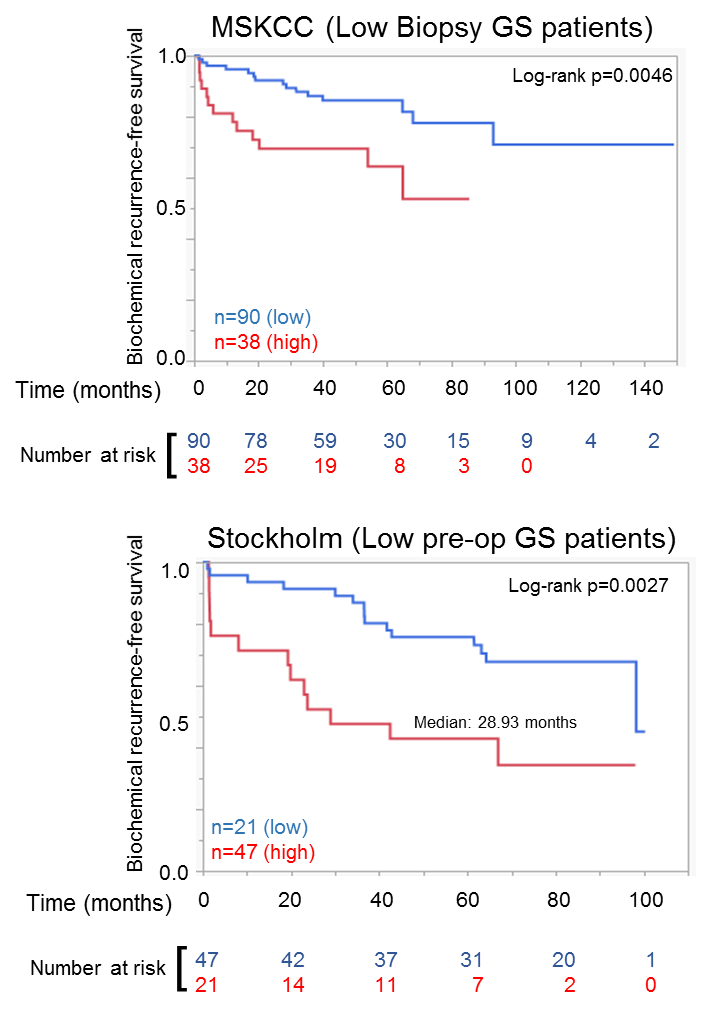
**

**Figure S11. TMCC11 stratifies patients presenting with low biopsy or pre-operative Gleason score.** Kaplan-Meier curves for TMCC11 in the MSKCC (A), and Stockholm (B) datasets, for BCR endpoint using only samples with low biopsy or preoperative gleason score (≤3+4).

**Table S1. List of the 100 most variable expressed genes in 5 different datasets.** Data was obtained from the R2 platform selecting the genes for each dataset that have the highest variation (standard deviation). TMEFF2 is highlighted in yellow.

**Table S2. Overview of clinical datasets used in this study with expression data.**

**
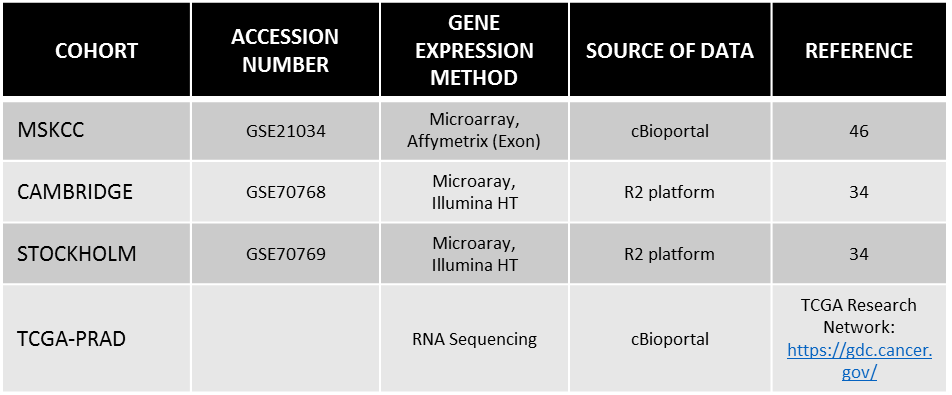
**

**Table S3. Summary of Kaplan-Meier analysis for DFS of the individual 11 genes corresponding to the TMCC11 signature.** The analysis used time to BCR as end point and was conducted in cBioportal using the MSKCC dataset and selecting for patients with expression levels greater than 1.6 standard deviations above the mean as high expressors. Only CLSPN demonstrated a 0.01< p >0.05.

**
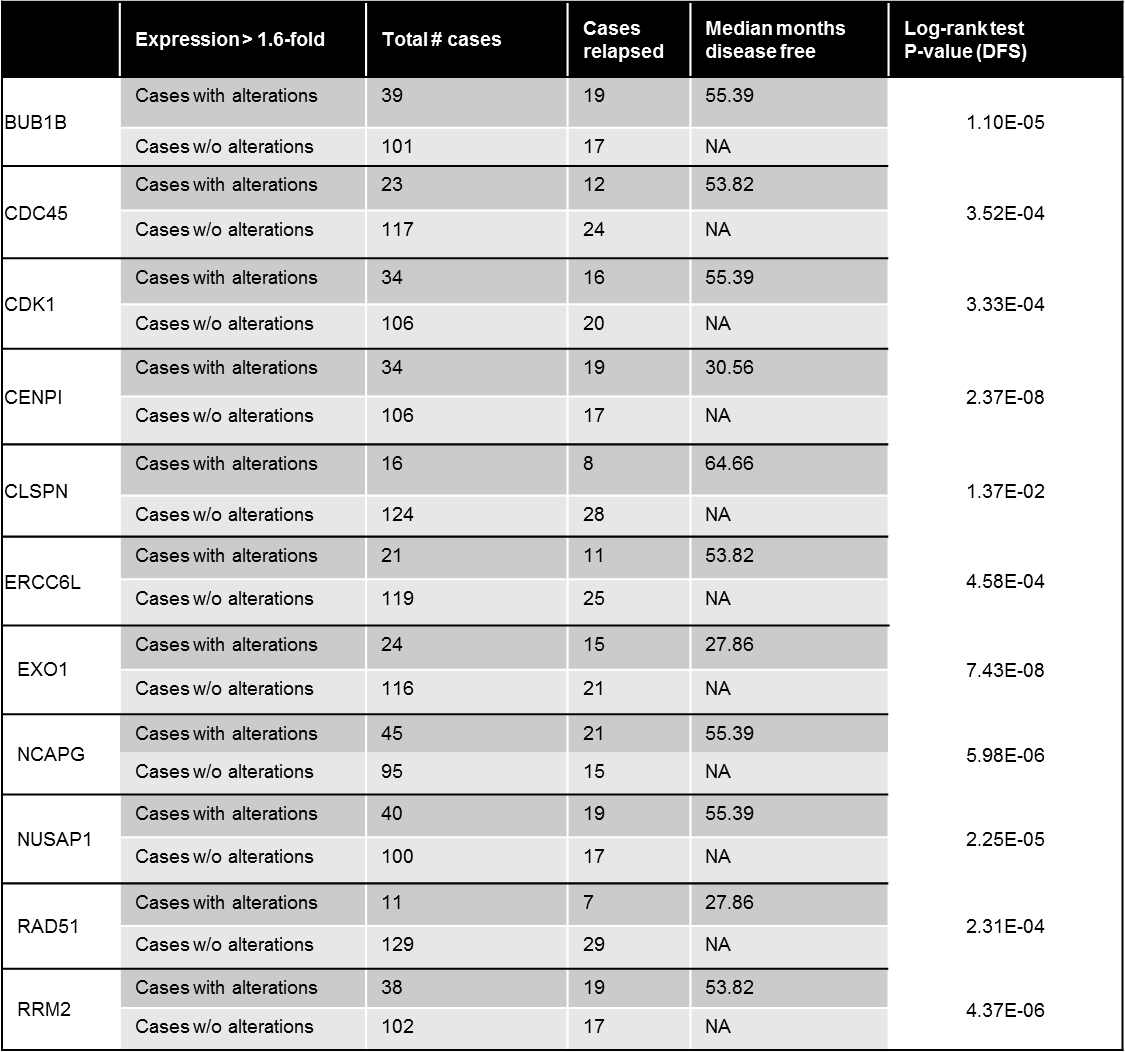
**

**Table S4. C-statistical analysis for time to disease recurrence comparing the performance of TMCC11 alone or in combination with other clinical variables.**

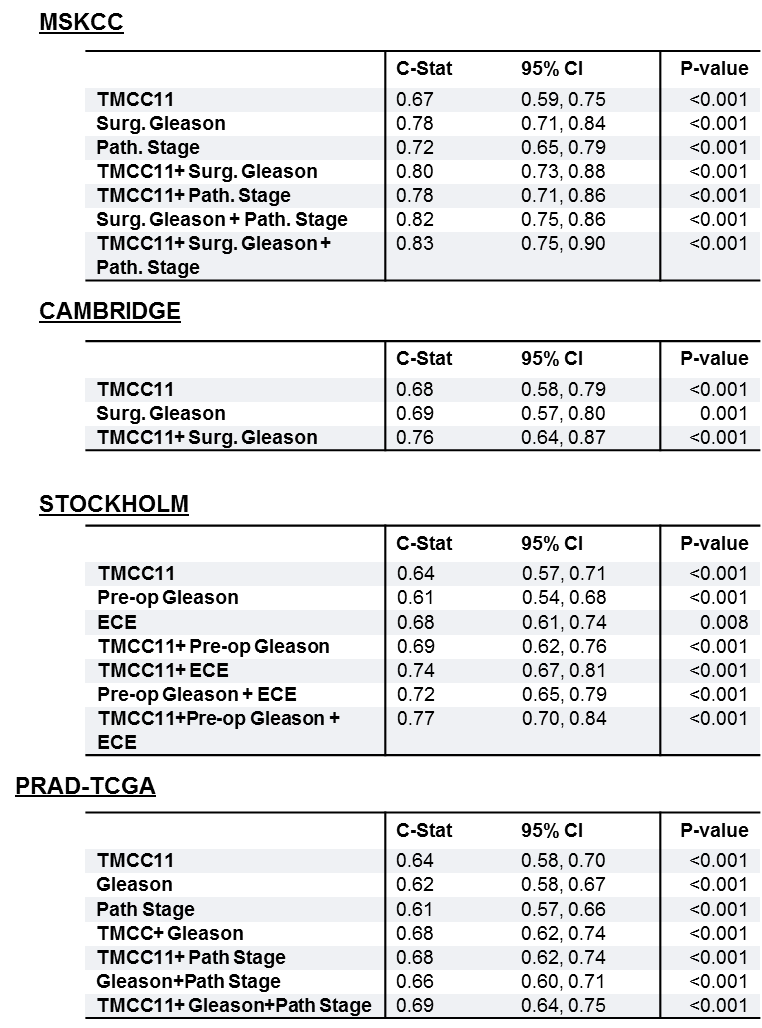

**Table S5. Performance of multiple oncogenic signatures on predicting relapse.** Performance was scored by log-rank test p-value of the difference on time to BCR between high and low risk groups defined by the overall gene expression signature. Data are sorted by first principal component of the individual rankings of the 3 columns corresponding to the Cambridge, Stockholm and MSKCC datasets. The TMCC13 and TMCC3 signatures are derived from TMCC11 (see supplemental methods). Numbers denote p-values.

**Table S6. Comparison of the prognostic potential for relapse of multiple oncogenic signatures against random sets of genes.** For each signature, 10,000 equal size signatures were generated at random and evaluated for predicting early relapse by log-rank test p-value. An overall bootstrap p-value score was computed as proportion of random signatures performing better than the initial signature. Data are sorted by first principal component of the individual rankings of the 3 columns corresponding to the Cambridge, Stockholm and MSKCC datasets. The TMCC13 and TMCC3 signatures are derived from TMCC11 (see supplemental methods). Numbers denote p-values.

**Table S7. Primers and TMEFF2 shRNA targets used in this study.**

**PRIMERS FOR qRTPCR**

**Gene** **Forward sequence Reverse sequence**

BUB1B TGCTTCACCCTTCAGGATCT CACCTTGGACTCAAGTCACC

CDC45 CATGACAGCCTGTGCAACAC GGGAAGACCCATGTCTGCAA

CENPI AGGAAAGCCCAGAAGAAAGG GCCTTGTAACCCCTGTGAAA

CLSPN AGAATGCCAGTCGCCCTATG CCTGTTGAGCACTTCCTGGT

ERCC6L GTGCAGATCCTGAAGTTATGCT CCCAAAGAATCCAATTATGGG

EXO1 CTGCAGAGTTCAAATGCATCA CGTAGCTTGGAGGTCTGGTC

NCAPG AGGGGTGTAAAAGCAACCCA CTGACACCTCCTGTTCGTCC

NUSAP1 GCTGGTCTCAAACTCCACCA GCTCCACTGAGGTGAAGGAA

RRM2 ACACAAACCATCGGAGGAGAG TCCCAATGAGCTTCACAGGC

Calnexin CCACTGCTCCTCCTTCATCTCC TTCCTCTACCTCCCACTTTCCATC

| **shRNA TARGET SEQUENCES IN TMEFF2** |
| --- |
| shTMEFF2-1: CGTCTGTCAGTTCAAGTGCAA |
| shTMEFF2-2: GCGCTTCTGATGGGAAATCTT |

How the deposited data were processed for this re-analysis (not part of the article)

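RNA-seq was available for 12 libraries of LNCaP cells in 4 groups of 3, sh_scramble −DHT, sh_scramble +DHT, sh_TMEFF2 −DHT and sh_TMEFF2 +DHT. The authors checked the reads with FASTQC, removed contaminants, trimmed the reads with Trimmomatic to a minimum of 15 bp, and quantified transcripts with kallisto 0.42.3, with bias correction and 50 bootstraps, on the GRCh38 transcriptome. They deposited estimated counts per gene, made with tximport and scaled by library size and average transcript length, so the values are expected counts that need not be whole. Because the scaling uses each transcript's length, a change in which transcripts of a gene are used does not by itself change the gene's count. The methods also give a filter on transcripts with a mean of at most 5 CPM and a test with DESeq2. The deposited table is not restricted by that filter, since it lists 34643 gene symbols, 8918 of them at 0 in all columns.

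The table has 24 columns, 2 for each library, and the number of columns that could not be assigned to a library was 0. The 2 columns of a library were taken as repeat runs of it, because their names differ only by a suffix, and were summed into 1 replicate. Totals were 9174801 to 11955461 counts per column (median 10460806) and 19450866 to 22612046 per library (median 21194622). The 10 most abundant genes took 4.0% to 5.5% of the counts of a library. The common biological coefficient of variation over the libraries was 0.131.

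Summed counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Normalization was by TMM (factors 0.955 to 1.037), genes were kept by filterByExpr (minimum count 10, minimum total count 15, which left 15419 genes), and all 12 libraries were fitted together with 1 coefficient per group. Contrasts were DHT against vehicle within each line, sh_TMEFF2 against sh_scramble at each DHT level, and the difference between the DHT responses of the lines (the interaction). P-values came from edgeR's quasi-likelihood test and were adjusted by Benjamini-Hochberg over all genes tested. A gene was called at a fold change of at least 1.5 and an adjusted p of at most 0.05, the limits of the paper, and interactions were called on the adjusted p alone. Levels are given as TMM-normalized CPM. A group at or under 3 counts in all its libraries was treated as lying at the floor.

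In all, 8 gene lists were used: the 25 genes of Figure S2C, TMCC11, S phase and G2/M phase genes from the Seurat package without the 25, and lists of androgen-responsive, unfolded protein response, lipid metabolism and interferon response genes written by hand. They were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over 40 list tests, with fry and an estimated correlation as alternatives. For TMCC11 the mean log2 CPM per library (prior count 2) was compared by two-sided exact permutation tests, for which 0.1 is the smallest p of 3 libraries against 3. The genes named in the text are TMEFF2, NDRG1, KLK3, TMPRSS2, FKBP5, the 25 genes, the 3 highest and 3 lowest called genes of each comparison of groups without overlap between libraries and with at least 5 CPM in the higher group, and the 5 genes with the smallest p for the interaction. Other genes are named only with the reason, and the results of some genes are not reported here. The samples, the tests of the comparisons and lists, the lists, the rule for named genes and the alternatives were chosen before the data were examined, except for the settings that use 1 of the 2 columns of each library, which were chosen after. The rule for genes induced in sh_TMEFF2 and not past the threshold in sh_scramble allowed more than 1 reading, and the reading reported, not passing both the 1.8-fold limit and the adjusted p of 0.05 in sh_scramble, was settled after counts under both readings had been seen.

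Alternatives were DESeq2 1.42.0, a filter at a mean of 5 CPM, no filter, DESeq2 with the 5 CPM filter, library size only in place of TMM, limma-voom on unrounded counts, the 6 libraries of a comparison alone, the replicate number as a block, each library left out in turn, a prior count of 0.5, and 1.8 read as a log2 value. The statistics were tested on simulated counts with known changes. Of 199 genes changed by a log2 fold of 1.5, up or down, among 15305, 174 (87.4%) were recovered for DHT in sh_TMEFF2. For the interaction 155 (77.9%) were recovered, and there were 12 wrong calls for DHT in sh_TMEFF2. Single-gene recovery was not counted for smaller changes, such as the median differences of 0.56 for the 25 genes and 0.60 for G2/M phase. The highest number of wrong calls in a contrast without changed genes was 0. For a list of unchanged genes the p-value was 0.10 with camera and 0.018 with fry, so fry alone can call a list of unchanged genes. Counts were drawn independently for each gene, so neither set test was tried on genes that vary together. The exact permutation test passed 0.05 in 5.8% of 500 draws without a shift.

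Gene positions and the shRNA target sites are from the GENCODE annotation of GRCh38. Older symbols were matched to current ones, and RP11-382M14.1 and CH17-13I23.3 have no position there. The qRT-PCR, western blot, 22Rv1 and clinical data of the paper were not analysed here, and no restriction to nuclear genes and no STRING analysis was repeated.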

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

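The tests of scaling, of cells not exposed to DHT, of a weaker exposure to DHT, of an interferon response, of mislabelled or exchanged libraries, of single columns and of reads shared between SMN1 and SMN2 or between KLK2 and KLK3 were chosen only after the result they bear on was seen.

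The response to DHT differed between the lines for 761 genes in a direct test of the difference (edgeR's interaction, adjusted p of at most 0.05). When the shRNA labels were permuted within each DHT level, 4 of 100 draws, the real labels included, gave as many genes. All 4 were among the 8 draws that kept or exchanged the labels of all +DHT libraries, which gave 486 to 1102 genes, whereas the 92 other draws gave at most 4. The count thus follows the labels of the +DHT libraries. The 8 draws differ in the labels of the −DHT libraries alone, and the 100 draws were a random part of the possible labelings. A share of 4 in 100 is therefore too near 0.05 to exclude labels set by chance. For the comparisons between 3 libraries and 3, 1 of the 10 splits of the 6 libraries gave as many calls in each of the 4 comparisons, the real split, and the other splits gave 0 or 1 call. A share under 0.1 is not possible with 10 splits, so these counts cannot be told apart from chance in this way. Without sh_scramble −DHT replicate 2 the number of genes was 465.

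The lists moved apart. The median difference between the responses was −1.38 for the androgen-responsive genes, −0.62 for the unfolded protein response and −0.59 for lipid metabolism, and it was 0.56 for the 25 genes, 0.65 for TMCC11, 0.60 for G2/M phase and 0.29 for S phase. The mean log2 CPM of TMCC11 rose by 0.64 more in sh_TMEFF2, with an exact p of 0.045 that was above 0.05 in 8 of the 12 fits that left out 1 library, for which p ran from 0.01 to 0.075. One scaling factor per library would shift all lists alike, and the opposite signs of −1.38 and 0.60 argue against it. After a trend on GC content and transcript length was removed, which took out 0.58% of the variance over 14765 genes, the median was −1.34 for the androgen-responsive genes and 0.545 for the 25 genes, so such a trend is unlikely to be the whole source. Part of the sh_TMEFF2 cells not having been exposed to DHT would hold every rise in sh_TMEFF2 at or below that in sh_scramble, whereas the summed CPM of the G2/M genes rose by 1397 more in sh_TMEFF2 (standard error 621). It would also give every DHT-induced gene the same fraction of the sh_scramble rise, but 34.3% of 181 such genes lay more than 2 standard errors from the median fraction of 0.24. Only the difference of the androgen-responsive genes was past the threshold with camera, fry and an estimated correlation. Those of S and G2/M phase were past it with camera alone. The 25 genes and TMCC11 were selected by the study on these libraries. What stays open is a difference between the lines other than TMEFF2, such as the 2 transductions behind the 3 repeats, which the labels do not assign, and no test here separates it from the shRNA.

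Single genes that the rule on named genes picked out differed the same way. The response was smaller in sh_TMEFF2 for FKBP5 (difference −2.50), ACSL3 (−1.98), NDRG1 (−1.48), STEAP4 (−4.72), CCDC141 (−4.50), CHRNA2 (−2.79), SLC41A1 (−2.06) and LIFR (−1.64). CCDC141 had 2 to 7 counts per library without DHT in sh_scramble, so its fold is imprecise. Genes that DHT lowered in sh_scramble fell less in sh_TMEFF2, with differences of 2.93 for ABCA1, 2.64 for AMIGO2, 2.62 for VWA2 and 2.48 for MAN1A1. Direct repression through the seeds of the shRNAs would spare genes without a match, yet the 12 of the 19 androgen-responsive genes without a match to either seed had a median of −2.03 with DHT. Repression of a regulator of these genes through a seed was not tested. An interferon response to the vector would raise interferon genes, whose median was −0.26 without DHT. With DHT their median was −0.13, with 8 genes higher and 12 lower in sh_TMEFF2 (camera, adjusted p = 0.864). Their response to DHT went the other way, with a median difference of 0.45 and 15 genes above 0, not past the threshold (camera, adjusted p = 0.105). A library exchanged between the lines is unlikely, because with DHT the lowest sh_scramble library lay 1.84 above the highest sh_TMEFF2 library in the score of the androgen-responsive genes. The labels of whole lines cannot be told apart in this way, because the difference in TMEFF2 mRNA between the lines was not past the threshold (edgeR's adjusted p = 0.304 with DHT). A weaker exposure to DHT in sh_TMEFF2 also stays open for FKBP5 and the other genes, since 1 dose above 0 was used.

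Outside the 25 genes, 1 S phase gene and 1 G2/M phase gene had a difference past the threshold. Among the 25 genes the differences past the threshold were CENPI (0.87), BUB1B (0.83), NUSAP1 (0.80), HELLS (0.75) and CDK1 (0.65). Only HELLS stayed past it in each of the 12 fits that left out 1 library, and with the first columns alone, a setting chosen after seeing the data, BUB1B was the 1 gene called. SDK2 had the largest interaction among the named genes, 8.07 (standard error 1.6, edgeR's adjusted p = 0.014), but it rests on few counts: 1 sh_scramble −DHT library had 5.29 CPM and the other 2 had 0.10 and 0.20, and sh_scramble +DHT had 1 to 7 counts per library.

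Without DHT, KLK3 (−2.43) and KLK2 (−2.95) were lower in sh_TMEFF2. The paper's text does not report these genes. A weaker exposure to the added DHT cannot be the source of a difference seen without it, the −2.43 of KLK3. Hormone exposure before the hormone-depleted media is not covered by this. Reads moved between the 2 paralogs would raise one of them, whereas KLK2 fell by 2.95. A change of the kallikrein region stays open: the median of the 21 other tested genes within 500 kb was −0.061, but 2 of them, KLK4 and KLK15, were also lower after adjustment (edgeR). COL12A1 was lower (−2.42) and stayed past the threshold in all 12 fits that left out 1 library. UGT2B15 (2.60) and UGT2B11 (2.51) were higher, with reads that the authors' quantification could have split between UGT2B genes, and the 3 sh_TMEFF2 −DHT libraries spread widely, at 782, 478 and 275 CPM for UGT2B15. Without sh_TMEFF2 −DHT replicate 1 UGT2B15 was at 2.15 with edgeR's adjusted p = 0.081, and it lost the threshold in 3 of the 12 fits. UGT2B11 lost it in 1. UGT2B11 also responded less to DHT in sh_TMEFF2 (−2.08).

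Some genes were higher in sh_TMEFF2 −DHT than in the other 3 groups. There were 12 of them, ARFGAP2, BACH1, DCTN2, ITSN1, OCIAD2, PPP1R7, PTCD3, RP11-632K20.7, RPS18, SMN2, SYTL4 and TCF12. In all 12 the mean rose at least 1.5-fold over the other groups in 1 kind of column only, the second for 10 genes and the first for 2. These 2, BACH1 and OCIAD2, were at 1.35-fold and 1.31-fold in the second columns. The rise reached 1.5-fold over the other groups in such columns of all 3 libraries for 4 genes, ARFGAP2, ITSN1, PPP1R7 and RP11-632K20.7, of 2 libraries for 6 genes and of 1 library for 2 genes. The latter were BACH1, with 31.6, 282 and 31.4 CPM in the first columns, and PTCD3, with 135, 149 and 1983 CPM in the second, so for these 2 genes the higher mean rests on 1 library. ARFGAP2 had 57.8, 63.1 and 58.3 CPM in the first columns and 944, 464 and 341 in the second. CH17-13I23.3 behaved alike, with 0.36, 0.31 and 0.51 CPM against 45.7, 45.0 and 36.6, and its difference without DHT was 5.45. The interactions of CH17-13I23.3 (−5.28), ARFGAP2 (−2.38) and PPP1R7 (−1.67) therefore come from these columns, as ARFGAP2 shows by −0.036 without DHT with the first columns alone. A source in 1 of the 2 columns, such as a difference between runs, fits all 12 genes at the 1.5-fold limit. Reads moved between SMN1 and SMN2 would leave their sum level, but the sum in the second columns was 13.5 times that of the other groups in replicate 2, 7.51 times in replicate 3 and 1.04 times in replicate 1. Counts moved between overlapping genes may add to it. Of the genes at least 3-fold apart the same way between the columns of 2 or 3 sh_TMEFF2 −DHT libraries, 14 were higher and 4 lower in the second column (77.8% higher), against 12 and 2 in sh_scramble −DHT, 11 and 4 in sh_TMEFF2 +DHT and 2 and 2 in sh_scramble +DHT, too few to tell.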

How the results depend on the processing

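Library size only in place of TMM, limma-voom on unrounded counts and a prior count of 0.5 left the direction and the side of the threshold of every comparison result as it was (57, 52 and 5 results), while 4 and 2 single genes lost the threshold under the first 2. With library size only the share of higher genes changed, from 44.7% to 57.0% between the lines with DHT and from 38.4% to 51.2% for the interaction. It fell from 45.8% to 37.1% for DHT in sh_scramble and from 52.3% to 50.0% between the lines without DHT, and stayed at 67.2% for DHT in sh_TMEFF2. The cause of the changes below was not tested, except where the setting itself tests fewer genes or libraries.

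Set tests depended on the correlation between genes. With fry, the adjusted p of G2/M phase rose to 0.310 for DHT in sh_scramble, to 0.589 between the lines without DHT, to 0.0545 between them with DHT and to 0.0847 for the interaction, that of S phase to 0.194 for the interaction and that of the interferon list to 0.129 between the lines without DHT. With an estimated correlation, 25 of 36 set tests lost the threshold. For DHT in sh_TMEFF2 the adjusted p was 0.0846 (25 genes), 0.0917 (TMCC11), 0.0949 (S), 0.145 (G2/M), 0.0604 (androgen) and 0.145 (lipid). For DHT in sh_scramble it was 0.250 (25 genes), 0.327 (TMCC11), 0.294 (S), 0.654 (G2/M), 0.186 (unfolded protein response) and 0.0846 (lipid). Between the lines without DHT it was 0.654 (G2/M), 0.0949 (androgen) and 0.250 (interferon), and with DHT 0.306 (S), 0.306 (G2/M), 0.0949 (unfolded protein response) and 0.0846 (lipid). For the interaction it was 0.217 (25 genes), 0.222 (TMCC11), 0.387 (S), 0.258 (G2/M), 0.0949 (unfolded protein response) and 0.0901 (lipid). The 36 tests leave out the 25 genes and TMCC11 between the lines. With DHT these lists also lost the threshold, at an adjusted p of 0.222 (25 genes) and 0.250 (TMCC11) with an estimated correlation.

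Read as a log2 value, 1.8 gave 12 induced genes in place of 166. With DESeq2 the lines differed without DHT in 97 higher and 83 lower genes in place of 46 and 42, the interaction in 1205 in place of 761 (750 shared) and in 9 of the 25 genes in place of 5, and the lipid list without DHT, at −0.077, passed the threshold (camera, adjusted p = 0.039). With a mean above 5 CPM, 653 genes in place of 995 were lower with DHT in sh_scramble, and the interferon list there was at 0.024 in place of −0.08, a sign change near 0. Without a filter the lines differed without DHT in 88 higher and 69 lower genes. With DESeq2 on genes above 5 CPM, 67 genes were lower without DHT, the interaction had 1183 genes and 10 of the 25, the G2/M list for DHT in sh_scramble was at 0.19 and not past the threshold (camera, adjusted p = 0.073), and the interferon list there was at 0.025.

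With only the 6 libraries of a comparison, the increase of TMEFF2 in sh_TMEFF2, at 0.87, had an adjusted p of 0.065 (edgeR), the lines differed without DHT in 27 higher and 19 lower genes, and the unfolded protein response (−0.10) and lipid (−0.074) lists passed the threshold without DHT. Among single genes the changes were 2 weaker and 6 stronger with DESeq2, 8 stronger with DESeq2 above 5 CPM, 2 stronger without a filter, and 3 weaker and 1 stronger with 6 libraries.

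Same-numbered libraries correlated in their deviations from the group means by −0.002 to 0.169 (18 pairs, median 0.072, 3 over 0.1), against −0.140 to 0.066 for different numbers (36 pairs), so same-numbered libraries deviated together weakly. Pairing was not assumed, since it was to be taken only from correlations over 0.1 in every pair. TMEFF2 mRNA was lower in sh_TMEFF2 than in the sh_scramble library of the same number in all 6 pairs, and with the block its difference between the lines was −0.47 without DHT (edgeR's adjusted p = 0.124) and −0.40 with DHT (edgeR's adjusted p = 0.069). With the replicate number as a block, the lines differed without DHT in 73 higher and 71 lower genes, 11 of the 25 had an interaction, and the unfolded protein response (−0.10) and lipid (−0.071) lists passed the threshold without DHT; among single genes 1 call was lost and 11 were gained.

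Settings with 1 of the 2 columns were chosen after seeing the data. With the first columns, TMEFF2 with DHT in sh_TMEFF2 was at 0.89 (edgeR's adjusted p = 0.063), the lines differed without DHT in 20 higher and 26 lower genes, 1 of the 25 had an interaction, ARFGAP2 between the lines without DHT was at −0.036 and MAF with DHT in sh_TMEFF2 at 0.031, both with the sign changed; 13 single genes were weaker. With the second columns, TMEFF2 with DHT was at 0.72 in sh_scramble and 0.84 in sh_TMEFF2 (edgeR's adjusted p = 0.061 for each), the lines differed without DHT in 27 higher and 23 lower genes, the interaction had 494, the S phase list without DHT was at −0.0014 (sign changed), the interferon list passed the threshold for the interaction at 0.32 (camera, adjusted p = 0.046) and RP11-382M14.1 had an interaction of −0.38 (sign changed); 9 single genes were weaker and 2 stronger.

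Over the 684 fits of comparison results that left out 1 library, 610 gave the same verdict, 21 were weaker, 16 stronger, 27 moved and 10 reversed; for single genes, of 1704 fits 91 were weaker, 10 stronger and 4 reversed. TMEFF2 with DHT lay between 0.75 (without sh_scramble +DHT replicate 1) and 1.02 in sh_scramble and between 0.62 (without sh_TMEFF2 −DHT replicate 2) and 1.11 in sh_TMEFF2. Genes lower with DHT in sh_TMEFF2 numbered 103 to 335, without sh_TMEFF2 +DHT replicate 3 and without sh_TMEFF2 +DHT replicate 1. Without DHT 14 to 73 genes were higher and 17 to 44 lower between the lines, the interaction 465 to 765 and the 25 genes with an interaction 1 to 11. The induced genes numbered 94 without sh_TMEFF2 +DHT replicate 3 and 242 without sh_TMEFF2 −DHT replicate 3. List medians ran, for DHT in sh_TMEFF2, from −0.068 to 0.042 (unfolded protein response) and −0.014 to 0.20 (interferon); for DHT in sh_scramble, from 0.095 to 0.31 (G2/M) and −0.28 to 0.14 (interferon); between the lines without DHT, from −0.090 to 0.094 (S), −0.31 to −0.020 (G2/M), −0.14 to −0.054 (unfolded protein response), −0.13 to −0.022 (lipid) and −0.29 to −0.060 (interferon); with DHT from −0.19 to 0.082 (interferon); and for the interaction from −0.055 to 0.51 (interferon). RP11-382M14.1 ran from −0.082 to 0.65 for the interaction, TMPRSS2 from −0.10 to 1.05 and MAF from −0.26 to 0.20 for DHT in sh_TMEFF2, and the TMCC11 score from 0.54 to 0.79. Fold changes of genes of few counts, such as RP11-382M14.1, SDK2 and CCDC141, are imprecise, and whether sequencing depth is the limit was not tested.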

Differences from the paper's values

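The paper gives 25 nuclear genes as upregulated by DHT with TMEFF2 silencing as compared to control cells. At a linear 1.8-fold change and an adjusted p under 0.05 in sh_TMEFF2, and not past both limits in sh_scramble, 166 genes were found here, without a restriction to nuclear genes, and 23 of the paper's 25 were among them. RUNX2 and RP11-382M14.1 were outside. Over the alternatives other than the log2 reading, the number inside lay between 19, without sh_scramble +DHT replicate 1, and 24, with library size only in place of TMM, without sh_scramble +DHT replicate 2 and with only the first column of each library, a setting chosen after seeing the data. With each of the alternatives set before the data were examined the count also differed from the paper's 25: it lay between 94 and 242, and reading 1.8 as a log2 value gave 12. With 1 column per library, settings chosen after seeing the data, it was 149 and 156, which also differ. Counting only genes with an adjusted p of at least 0.05 in sh_scramble gave 102, with 6 of the 25 among them.

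The scale of the fold changes was checked against the table of the figure. The paper's text calls them log2 values, but the values of the table match these data on the linear scale, with a median ratio of the fold here to the paper's of 1.04 in sh_TMEFF2 and 1.03 in sh_scramble, and not when the paper's numbers are read as log2 values (median ratios of 0.54 and 0.39). Comparisons with the paper's folds were therefore made on the linear scale.

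In the table of Fig. S2C, about 0 of the 25 genes have an FDR under 0.05 in sh_scramble, read by eye, whereas 19 of the 25 had an adjusted p under 0.05 here. None of the alternatives set before the data were examined closed the gap, with counts between 13 and 22.

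The paper states that TMEFF2 was silenced in LNCaP cells, measured by western blot and qRT-PCR (Fig. 2a, Figure S2A). In the sequenced libraries TMEFF2 mRNA was lower in sh_TMEFF2 by −0.43 (log2, edgeR's adjusted p = 0.503) without DHT and by −0.41 (edgeR's adjusted p = 0.304) with DHT, and under no alternative did either difference reach an adjusted p of 0.05 (range over the alternatives 0.124 to 0.853 and 0.069 to 0.616).

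The paper describes the 25 genes as upregulated relative to control cells. The increase with DHT was larger in sh_TMEFF2 for all 25, but tested as a difference between the lines it had an adjusted p of at most 0.05 for 5 of them (edgeR), with counts from 1 to 11 over the alternatives. The further genes called by DESeq2 included CD3EAP, NCAPG and TRIP13, and those called by DESeq2 on genes with a mean above 5 CPM included these and GSG2, the fit without a filter called NCAPG, those of the replicate block included CD3EAP, NCAPG, TRIP13, GSG2 and EXO1, and those of the fit without sh_TMEFF2 −DHT replicate 3 included CD3EAP, NCAPG, TRIP13, GSG2 and TCF19. TRIP13 was also called without sh_scramble +DHT replicate 3 and with only the second column of each library, a setting chosen after seeing the data.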

Other observations

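The share of genes that responded less in sh_TMEFF2 was examined after the results of the lists were seen, and its permutation test was chosen before the result of that test was seen.

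Over 652 genes with an average response to DHT of at least 2-fold, the response was smaller in sh_TMEFF2 for 532 (81.6%), among raised genes for 234 of 284 (82.4%) and among lowered genes for 298 of 368 (81.0%). A candidate explanation is a weaker response to DHT in sh_TMEFF2 over most responsive genes, but 5 of 100 draws with the shRNA labels permuted within each DHT level gave as large a share in either line. All 5 kept or exchanged the labels of all +DHT libraries, and so kept the comparison of the lines with DHT, and the highest share in the 92 draws that did neither was 76.7%. Because 8 of the 100 draws are of the first kind, chance labels cannot be told apart from a difference between the lines in this way.

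The 2 lines responded in the same direction for 1252 of the 1263 genes with an adjusted p of at most 0.05 in both (edgeR). The first principal component held 36.4% of the variance and separated DHT from vehicle, with sh_scramble +DHT furthest out, and the second held 11.5% and separated the lines.

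The interferon response list of 20 tested genes had a median of 0.08 with DHT in sh_TMEFF2, −0.08 with DHT in sh_scramble, −0.26 between the lines without DHT and −0.13 with DHT, and 0.45 for the difference of the responses. Without DHT 18 of the 20 genes were lower in sh_TMEFF2 (camera, adjusted p = 0.0055), but the set was not past the threshold with fry (adjusted p = 0.129) or an estimated correlation (adjusted p = 0.250).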
